# Genome-wide co-occupancy of AML1-ETO and N-CoR defines the t(8;21) AML signature in leukemic cells

**DOI:** 10.1186/s12864-015-1445-0

**Published:** 2015-04-17

**Authors:** Daniel J Trombly, Troy W Whitfield, Srivatsan Padmanabhan, Jonathan AR Gordon, Jane B Lian, Andre J van Wijnen, Sayyed K Zaidi, Janet L Stein, Gary S Stein

**Keywords:** AML, Runx1, t(8;21), Chromosomal translocation, Myeloid cell differentiation, Epigenetic control

## Abstract

**Background:**

Many leukemias result from chromosomal rearrangements. The t(8;21) chromosomal translocation produces AML1-ETO, an oncogenic fusion protein that compromises the function of AML1, a transcription factor critical for myeloid cell differentiation. Because of the pressing need for new therapies in the treatment of acute myleoid leukemia, we investigated the genome-wide occupancy of AML1-ETO in leukemic cells to discover novel regulatory mechanisms involving AML-ETO bound genes.

**Results:**

We report the co-localization of AML1-ETO with the N-CoR co-repressor to be primarily on genomic regions distal to transcriptional start sites (TSSs). These regions exhibit over-representation of the motif for PU.1, a key hematopoietic regulator and member of the ETS family of transcription factors. A significant discovery of our study is that genes co-occupied by AML1-ETO and N-CoR (e.g., *TYROBP* and *LAPTM5*) are associated with the leukemic phenotype, as determined by analyses of gene ontology and by the observation that these genes are predominantly up-regulated upon AML1-ETO depletion. In contrast, the AML1-ETO/p300 gene network is less responsive to AML1-ETO depletion and less associated with the differentiation block characteristic of leukemic cells. Furthermore, a substantial fraction of AML1-ETO/p300 co-localization occurs near TSSs in promoter regions associated with transcriptionally active loci.

**Conclusions:**

Our findings establish a novel and dominant t(8;21) AML leukemia signature characterized by occupancy of AML1-ETO/N-CoR at promoter-distal genomic regions enriched in motifs for myeloid differentiation factors, thus providing mechanistic insight into the leukemic phenotype.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1445-0) contains supplementary material, which is available to authorized users.

## Background

Runx1, also known as AML1, is a frequent target of chromosomal translocations in myeloid progenitor cells [1]. The t(8;21) chromosomal translocation accounts for approximately 15% of acute myeloid leukemia (AML) cases and produces the AML1-ETO fusion protein [2]. AML1-ETO is comprised of the AML1 N-terminus, containing the conserved DNA-binding runt homology domain (RHD), fused with almost the entire eight twenty-one (ETO) protein [3]. ETO contains four conserved *nervy* homology regions (NHR) that bind different transcriptional repressive complexes including histone deacetylases and the silencing mediator of retinoic acid and thyroid hormone receptor (SMRT) complex [4]. All four NHRs are retained in AML1-ETO, and early reports demonstrated that the fusion protein represses the transcription of AML1 target genes important for myeloid differentiation [5]. This repression is mediated, in part, by interactions between AML1-ETO and the nuclear co-repressor protein (N-CoR) [6,7]. Recruitment of histone deacetylases (HDACs) by AML1-ETO and N-CoR leads to a loss of histone modifications associated with transcriptional activation (e.g., H3K9ac), whereas blockade of HDAC activity results in partial differentiation of leukemic cells [8-10]. In addition, the acquisition of repressive histone modification marks, including H3K27me3, is believed to serve as an epigenetic mechanism for AML1-ETO mediated gene repression [11,12].

The repressive activity of AML1-ETO does not represent its full range of functions. The fusion protein has also been shown to activate genes [13-15], and a mechanism for this transcriptional activation involving AML1-ETO and p300 interactions has recently been described [16]. AML1-ETO affects the function of microRNAs (miRs [15,17]), DNA repair proteins [18], and growth factors in myeloid progenitor cells [19]. The fusion protein also plays a role in epigenetic-controlled cell growth via interactions with rDNA repeats [20]. In addition to regulating gene expression directly, AML1-ETO interferes with the transcriptional activities of molecules important for myeloid cell differentiation via protein-protein interactions and acts as an organizer of cofactor exchange [21-23]. Taken together, these studies showed that AML1-ETO acts as a transcriptional regulator and modifies transcription factor activity via differential co-factor recruitment, properties that maintain the oncogenic character of t(8;21) leukemic cells.

Recently, genome-wide binding of AML1-ETO, AML1, and p300 has been determined in leukemic cells [24-26]. These studies have shown the following: global AML1 and AML1-ETO binding sites largely overlap [24], ETS-family proteins recruit AML1-ETO [27], and that PU.1, a master regulator of myeloid cell differentiation, is part of the t(8;21) core transcriptional network. AML1-ETO and the coactivator p300 co-occupy hypoacetylated genomic loci in leukemic cells [26], yet the relevance of this phenomenon to t(8;21) leukemia is not well-understood. In addtion, global interactions between AML1-ETO and N-CoR have not been studied. To clarify these issues, we employed chromatin immunoprecipitation with high-throughput sequencing (ChIP-seq [28]) and determined genome-wide sites of enrichment for AML1, AML1-ETO, N-CoR, and p300 in Kasumi-1 cells, a model system for t(8;21) leukemia [29]. ChIP-seq libraries for histone modifications associated with transcriptional activation (H3K4me3) and repression (H3K27me3) were also generated to assess whether epigenetic mechanisms account for the differentiation arrest phenotype in Kasumi-1 cells.

From our genome-wide analysis of AML1/AML1-ETO occupancy, we have identified and described a phenotypically relevant subset of putative regulatory sequences. These sequences are characterized by abundant N-CoR co-occupancy, relative to other AML1/AML1-ETO-bound sequences, and a significant enrichment in PU.1 motifs. Moreover, using publicly available gene expression data [24,30], we show by *in silico* analysis that genes associated with the AML1-ETO/N-CoR co-occupancy signature display significantly greater recovery of expression upon reduction of AML1-ETO mRNA levels than do other AML1-ETO-bound genes. AML1-ETO/N-CoR co-occupied genomic loci tended to be distal from transcriptional start sites (TSSs) and showed little enrichment in the H3K4me3 histone modification. Finally, gene ontology analysis of genomic regions associated with AML1-ETO/N-CoR enrichment was more relevant to the differentiation block exhibited by Kasumi-1 cells compared to those regions enriched in AML1-ETO/p300. Thus, although AML1-ETO both represses and activates genes at the single-gene level [31], our genome-wide data show that AML1-ETO predominatly acts as a repressor. Our studies provide a new understanding of the global mechanisms that regulate the t(8;21) leukemic phenotype.

## Results

### AML1-ETO associates preferentially with the co-repressor N-CoR

ChIP-seq studies were performed to identify AML1 and AML1-ETO binding regions globally in the Kasumi-1 cell genome. In addition, ChIP libraries for molecular indicators of transcriptional activation (p300 and H3K4me3) and transcriptional repression (N-CoR and H3K27me3) were generated. 

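Kasumi-1 is an established cell line that carries the t(8;21) translocation and expresses AML1-ETO. ChIP-seq recovers, with an antibody, the DNA bound by a protein or carrying a histone modification and sequences it. Libraries from 2 biological replicates were made for each antibody, and the authors deposited 1 list of peak positions for each of AML1, AML1-ETO, N-CoR, p300 and H3K4me3. The 5 lists hold no read counts. The paper's Table S1 reports 19 and 22 M reads for the AML1 replicates, 24 and 22 M for AML1-ETO, 34 and 28 M for N-CoR, 23 and 18 M for p300, and 18 M for each H3K4me3 replicate. The authors aligned the reads to hg19 with bowtie, pooled the replicates and called peaks with MACS at p < 1e-20. Each deposited interval is 100 bp wide and reaches 50 bp to either side of a summit. The lists give a position and a numbered name for each peak, without a score, a height or a p-value, so peaks were not filtered at a stricter threshold. From these positions, peaks of different lists were counted as overlapping when their windows shared at least 1 bp. Because the replicates were pooled into a single list, no error between replicates can be given, and the exact Clopper-Pearson 95% intervals given with the shares cover counting error over peaks only. The overlap expected by chance was taken from 1000 placements of the summits at random positions of the same chromosome. The H3K27me3 and input libraries were not analysed here.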

Prior to library preparation, antibodies were validated through western blot and ChIP-PCR experiments (Additional file 1: Figure S1 and Additional file 2: Figure S2). For example, a known AML1 binding region within the Runx1P1 promoter [32] was significantly enriched in AML1-ETO ChIP samples compared to IgG control samples (Additional file 2: Figure S2A). This finding was confirmed in our ChIP-seq data, as sequence tag density showed strong AML1-ETO binding at the Runx1P1 site and negligible binding at a negative control Phox region (Figure 1A and B [33]). 

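The pair of primers for the Runx1P1 site (Table S2) matched hg19 once, on chromosome 21 from 36421444 to 36421555, a product of 112 bp in an exon of RUNX1. Its centre lies 67 bp downstream of an annotated RUNX1 transcription start. The window of AML1-ETO peak number 867 of the deposited list, from 36421506 to 36421605, touches this product. The reference sequence of that window is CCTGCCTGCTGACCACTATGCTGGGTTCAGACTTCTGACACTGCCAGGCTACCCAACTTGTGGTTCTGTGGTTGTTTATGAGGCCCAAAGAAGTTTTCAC, which holds the Runx consensus TGTGGT. The nearest N-CoR summit stands on the same base as the AML1-ETO summit, whereas the nearest p300 summit is 2066 bp from the centre of the product. The primers for the Phox region matched once, on chromosome X from 37639196 to 37639333, with the centre 6 bp upstream of an annotated CYBB transcription start. No window of AML1, AML1-ETO, N-CoR, p300 or H3K4me3 touches this product, and the nearest AML1-ETO summit is 7784 bp from its centre. Inside CYBB, which spans 37639271 to 37672714, the lists place 3 AML1-ETO and 3 N-CoR peaks, all in introns and none with p300.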

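AML1 peak number 2053 spans 36421525 to 36421624 on chromosome 21 of hg19, in the RUNX1 exon that holds the Runx1P1 site, and its summit is 19 bp from that of the AML1-ETO peak at the site. Within 5 kb of RUNX1, which spans 36160098 to 37376965, the lists place 16 AML1 and 26 AML1-ETO peaks. A further AML1 peak, from 36423773 to 36423872, lies in an intron with its summit 2182 bp upstream of the nearest annotated RUNX1 start.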

ChIP-seq data for AML1 yielded a similar binding profile at the Runx1 promoter (Figure 1A). An AML1 antibody that recognizes the C-terminus of Runx1, and therefore does not pull down AML1-ETO, was used in ChIP-seq library preparations.

**Figure 1:**
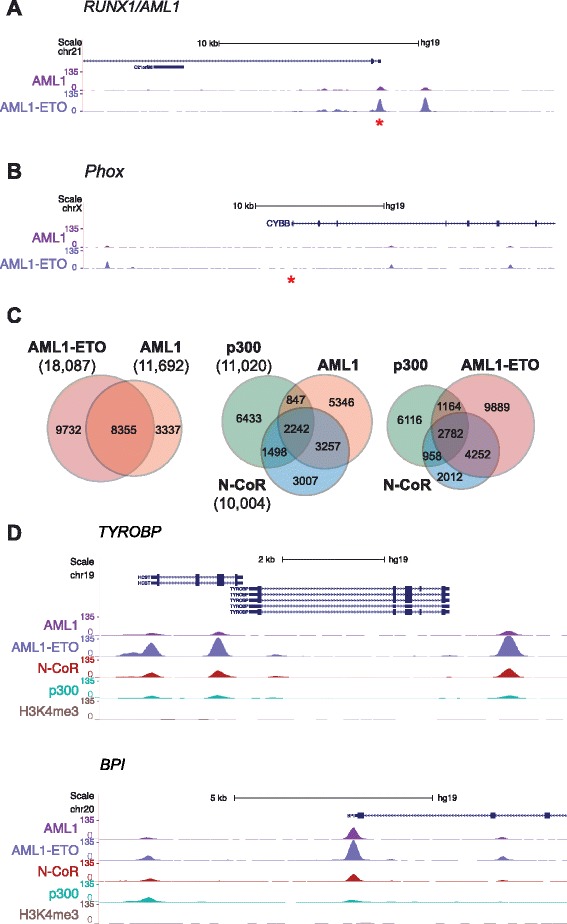
ChIP-seq analysis reveals global protein co-occupancy in Kasumi-1 cells. Tag density plots of normalized ChIP-seq data (combined biological replicates) showing AML1 and AML1-ETO occupancy at Runx1P1 promoter **(A)** and negative control Phox **(B)** loci. Tags were normalized to 10^7^ reads. Images were taken from the UCSC Genome Browser [63]. Asterisks indicate the positions of hRunx1P1 and hPhox regions tested in ChIP-PCR studies. **(C)** Two-way and three-way Venn diagrams displaying co-occupancy and unique regions among AML1, AML1-ETO, N-CoR, and p300 libraries. All peaks were generated by MACS using a p < 10^−20^ significance cutoff. Total peak numbers are displayed in parentheses. **(D)** Tag density plots displaying enrichment of AML1-ETO and N-CoR at regions corresponding to known fusion protein target genes that are repressed in Kasumi-1 cells.

Model-based analysis of ChIP-seq data (MACS [34]) was used to identify protein binding or enrichment regions (peaks) for histone modifications, AML1-ETO and associated co-regulators in the Kasumi-1 genome (Additional file 3: Table S1). 

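The lists hold 11692 peaks for AML1, 18087 for AML1-ETO, 10004 for N-CoR, 11020 for p300 and 19632 for H3K4me3. Summits of the same list are never closer than 222 bp, so no windows of one list overlap. The median gap between neighbouring summits was 38690 bp for AML1-ETO and 33565 bp for H3K4me3. Peaks on the mitochondrial chromosome number 6 for AML1, 1 for N-CoR and 1 for H3K4me3, and they were left out of the counts of genomic elements and motifs.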

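TYROBP, BPI, LAPTM5 and RPS6KA1 each have AML1-ETO peaks among the first 50 of the deposited list. AML1-ETO peak number 4 lies upstream of TYROBP on chromosome 19 of hg19, from 36400346 to 36400445, with its summit 1199 bp from the start of TYROBP transcription. Within 5 kb of TYROBP, which spans 36395303 to 36399197, there are 5 AML1-ETO peaks, and 3 of these overlap AML1. Peak number 20, from 36394635 to 36394734, lies in an exon of the neighbouring gene HCST. At BPI, peak number 19 spans 36932458 to 36932557 on chromosome 20, with its summit 44 bp upstream of the transcription start. Its window holds the Runx consensus and the PU.1 consensus GAGGAA. The gene has 2 AML1-ETO peaks in all. At LAPTM5, peak number 43 lies in an intron on chromosome 1 from 31229518 to 31229617 and is 1 of 4 within 5 kb. At RPS6KA1, peak number 2 lies in an intron on chromosome 1 from 26868466 to 26868565 and is 1 of 3.

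**Figure D1:**
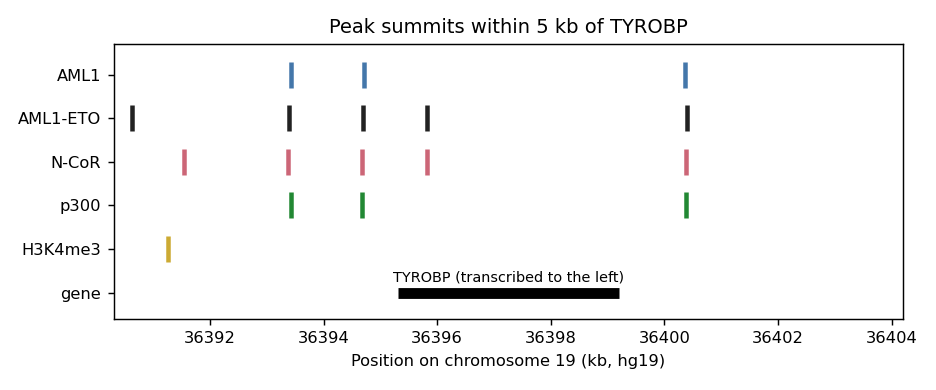
Peak summits of the 5 lists within 5 kb of TYROBP, by position on chromosome 19 in kb of hg19, 1 line per antibody and a bar for the gene. Ticks of AML1, AML1-ETO, N-CoR and p300 stand together at 3 places, and the only H3K4me3 summit lies at the left edge.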

AML1-ETO was enriched at genes that are known to be regulated by the fusion protein [15,17,24,30], underscoring the quality of our ChIP-seq data (Figure 1D and Additional file 4: Figure S3). 

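Of the AML1 peaks, 8355 overlapped an AML1-ETO peak, 71.5% (70.6 to 72.3%). The median distance between overlapping summits was 20 bp. Random placement of the AML1 summits gave 0.144% on average, with a maximum of 0.291%, and shifting each AML1 summit by 10 to 100 kb gave 0.329%. With each chromosome left out in turn, the share stayed between 71.3 and 71.7%. Among single chromosomes it ran from 66.0% on chromosome 12 to 78.9% on chromosome 22. Counted from the other list, 46.2% of the AML1-ETO peaks (45.5 to 46.9%) overlapped AML1. The setting that moved the share of AML1 peaks most took only the first 5000 peaks of each list in deposited order, which gave 53.8%, and it was chosen after the data had been seen. It cut the AML1-ETO list as well. Against the full AML1-ETO list, the first 4 of 10 equal parts of the AML1 list overlapped at 84.1, 88.4, 84.3 and 79.5%. The early AML1 peaks therefore did not overlap AML1-ETO less often. Narrowing the windows to 25 bp on either side of the summit gave 62.2%.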

Approximately 71% of AML1 peaks overlapped with those of AML1-ETO (Figure 1C). This result was expected, as AML1-ETO retains the DNA-binding RHD found in wild-type Runx1. Interestingly, 39% of AML1-ETO peaks overlap those of N-CoR, whereas only 22% of AML1-ETO peaks overlap those of p300 (Figure 1C). 

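N-CoR windows overlapped 7034 AML1-ETO peaks, 38.9% (38.2 to 39.6%), and p300 windows overlapped 3946, 21.8% (21.2 to 22.4%). The overlaps expected from random placement were 0.0802% and 0.0937%. The ratio of the N-CoR share to the p300 share was 1.78. It was 2.02 with windows of 25 bp to either side of the summit and 1.44 with 250 bp. Leaving out each chromosome kept the N-CoR share between 38.7 and 39.1% and the p300 share between 21.4 and 22.1%. The p300 share varied more between chromosomes, from 11.0% on chromosome X to 28.9% on chromosome 19, than the N-CoR share, from 36.2% on chromosome 7 to 43.7% on chromosome 20. Both shares fell along the deposited order of the AML1-ETO list. With the list divided into 10 equal parts, 91.4% of peaks in the first part (90.0 to 92.6%) overlapped N-CoR and 50.6% (48.2 to 52.9%) overlapped p300. In the last part these shares were 15.4% (13.7 to 17.1%) and 12.8% (11.3 to 14.5%), and their intervals overlap.

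**Figure D2:**
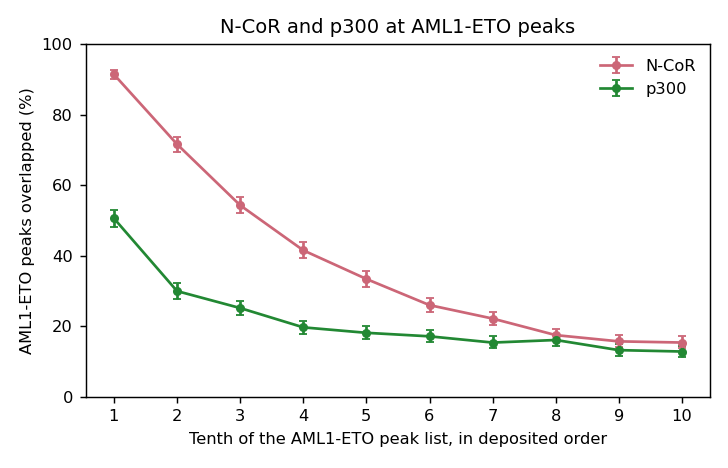
Percent of AML1-ETO peaks overlapping N-CoR or p300 in 10 equal parts of the AML1-ETO list, in deposited order. Points are shares and bars are exact 95% intervals; the N-CoR share is 91.4% in the first part and 15.4% in the last.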

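Among the AML1 peaks, 5499 overlapped N-CoR, 47.0% (46.1 to 47.9%), and 3089 overlapped p300, 26.4% (25.6 to 27.2%), a difference of 20.6 percentage points. With each chromosome left out in turn the N-CoR share ranged from 46.8 to 47.3% and the p300 share from 25.9 to 26.7%. Random placement gave 0.0823% for N-CoR and 0.0927% for p300. Counted from the co-regulators, 55.0% of N-CoR peaks and 28.0% of p300 peaks overlapped AML1.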

A similar profile was observed when comparing the co-occupancy of AML1 with the two co-regulators. These findings are consistent with a correlation analysis of genomic occupancy from ChIP-seq measurements (Additional file 5: Figure S4), which shows that AML1-ETO and N-CoR signals are more correlated with one another than either is with any of the other assayed DNA-binding proteins, co-regulators or epigenomic modifications. A closer analysis of selected genes that are related to the leukemia phenotype and are deregulated upon siRNA-mediated AML1-ETO depletion [24,30] (please see below) further confirms an AML1-ETO/N-CoR dominant co-occupancy pattern that may regulate the leukemic phenotype at the genome-wide level (Figure 1D).

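Of the 5 AML1-ETO peaks within 5 kb of TYROBP, 4 overlapped N-CoR and 3 overlapped p300. Upstream of the gene, the N-CoR peak from 36400330 to 36400429 and the p300 peak from 36400329 to 36400428 have summits 16 and 17 bp from that of AML1-ETO. The N-CoR peak is number 23 of its list and the p300 peak number 894 of its own. In an intron of TYROBP, the AML1-ETO peak from 36395773 to 36395872 has an N-CoR summit 11 bp away, and the nearest p300 summit is 1140 bp away. At BPI, the AML1-ETO peak at the transcription start overlapped N-CoR peak number 162, from 36932440 to 36932539, and p300 peak number 2972, from 36932436 to 36932535. The other AML1-ETO peak of BPI, in an intron from 36936212 to 36936311, overlapped neither co-regulator. At LAPTM5, all 4 AML1-ETO peaks overlapped N-CoR and 1 overlapped p300. At RPS6KA1, 1 of the 3 overlapped both co-regulators and the others overlapped neither.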

To evaluate the gene-sets that are likely to be perturbed by the binding of AML1-ETO and its cofactors, we analyzed gene ontology terms. ChIP-seq peaks with high statistical significance (p < 10^−75^) from each library were analyzed using the Genomic Regions Enrichment of Annotations Tool (GREAT [35]). Enriched gene ontology terms germane to molecular signatures of hematopoietic and leukemic cells were similar among the AML1, AML1-ETO and N-CoR datasets, but not that of p300 (Figure 2A and B). Importantly, ontology terms derived from genomic loci co-occupied by AML1-ETO and N-CoR were more relevant to myeloid leukemia than those from regions exclusively co-occupied by AML1-ETO and p300 (Additional file 6: Figure S5). Ontology terms derived from regions that display enrichments of AML1 with p300/N-CoR and AML1-ETO with p300/N-CoR resemble those of the fusion protein and N-CoR (Additional file 6: Figure S5). Thus, AML1-ETO preferentially associates with N-CoR compared to p300, and genes represented by these sites reflect the leukemic phenotype of Kasumi-1 cells.

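AML1-ETO peaks were divided by the co-regulators whose windows overlapped them. N-CoR without p300 was found at 4192 peaks, 23.2% (22.6 to 23.8%), and p300 without N-CoR at 1104, 6.10% (5.76 to 6.46%). Both were found at 2842 peaks, 15.7% (15.2 to 16.3%), and neither at 9949, 55.0% (54.3 to 55.7%). Most N-CoR peaks, 70.3% (69.4 to 71.2%), overlapped AML1-ETO, against 35.8% of p300 peaks (34.9 to 36.7%). The lowest-numbered AML1-ETO peaks with N-CoR and without p300 were number 3 in an exon of CCND3 (chromosome 6, 41904088 to 41904187), number 7 in an intron of TRIM8 (chromosome 10, 104405747 to 104405846), number 14 in an exon of HNRNPM (chromosome 19, 8552442 to 8552541), number 21 in an exon of KRT9 (chromosome 17, 39723590 to 39723689) and number 36 in an intron of CYP51A1 (chromosome 7, 91763100 to 91763199). At TRIM8, HNRNPM and KRT9 the nearest p300 summit was 127, 105 and 132 bp away, just outside the distance at which windows overlap. The lowest-numbered peaks with p300 and without N-CoR were number 113 between genes on chromosome 6 (31526904 to 31527003), number 606 between genes on chromosome 6 (138249081 to 138249180), number 691 in NTSR1 (chromosome 20, 61371321 to 61371420), number 696 in ALOX5 (chromosome 10, 45914147 to 45914246) and number 750 in ZFR2 (chromosome 19, 3812540 to 3812639). All of these lie in introns except the intergenic ones, and an N-CoR summit stood 117 to 129 bp from each except the NTSR1 peak, where it stood 458 bp away. For the listed peaks, genes and starts are those of protein-coding genes only. The listed peaks with p300 and without N-CoR lie 5335 bp or more from such a start, although 72.9% of their class lay within 1000 bp of one. The peaks at TRIM8, HNRNPM and CYP51A1 lie 343, 306 and 641 bp from such a start, whereas 18.7% of their class lay within 1000 bp. The listed peaks therefore do not represent the positions of their classes. The paper concludes that AML1-ETO associates preferentially with N-CoR, after reporting a larger overlap with N-CoR than with p300 and a closer signal correlation. It relates the ontology terms of the shared regions to the leukemic phenotype.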

**Figure 2:**
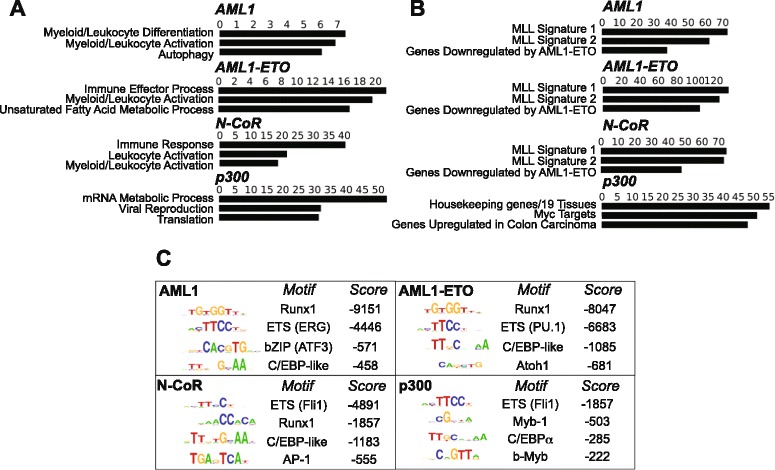
AML1-ETO and N-CoR peaks relate to similar gene ontology terms and motifs discovered *de novo*. (**A**) Gene ontology was used to infer biologically relevant pathways among ChIP-seq libraries using highly-ranked peaks (p < 10^−75^ from MACS). Shown are top-ranked gene ontology terms within Biological Process **(A)** and Molecular Signatures Database Perturbation **(B)** [64]. Values on column plots represent –log_10_(binomial p-value) computed using GREAT (version 2.0.2) [35] with the default association rules. Note: some ontology term names were shortened. **(C)** HOMER *de novo* motif analysis [54] of AML1, AML1-ETO, N-CoR, and p300 libraries. Displayed are the top-ranked motifs for each library with log(p-value) scores. Genomic loci occupied by AML1, the fusion protein and N-CoR were enriched in the Runx1 motif. Candidate transcription factors that harbor these motifs (listed in the ranked list of motif results) are shown in parentheses.

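The Runx consensus TGTGGT was counted on either strand within 50 bp of each summit, and positions 1000 bp to either side of the summits served as the background. It was found in 19.5% of N-CoR windows (18.7 to 20.3%), against 6.75% in the background. Among p300 windows it was found in 6.66% (6.20 to 7.14%), against 6.10% in the background, and the interval of this background (5.79 to 6.42%) overlaps that of the peaks. Nearer to the p300 summits, 300 bp away, the share was 4.75%, which is below the interval of the peaks. With TGCGGT also counted, the p300 windows held the consensus in 10.8%, against 7.94% (7.58 to 8.30%) in the background and 7.45% at 300 bp. The p300 peaks without an H3K4me3 summit within 1000 bp held the consensus in 14.6% (13.4 to 15.9%), against 7.19% in their background. Those near H3K4me3 held it in 3.52% (3.12 to 3.95%), against 5.67% in their background and 3.79% at 300 bp.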

Transcription factors act in a combinatorial fashion to regulate gene expression in hematopoietic progenitor cells [36]. A similar situation likely occurs in Kasumi-1 cells, where interactions between AML1-ETO and distinct co-regulatory proteins at hematopoietic genes may be necessary to maintain differentiation arrest [25,27]. In our genome-wide study, *de novo* motif discovery revealed that Runx1 and ETS family motifs were most commonly associated with AML1 and AML1-ETO peaks (Figure 2C). 

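The Runx consensus was present in 40.6% of AML1 windows (39.7 to 41.5%) and 31.3% of AML1-ETO windows (30.6 to 32.0%). The background shares were 6.89 and 6.57%, and windows at random positions in place of the AML1-ETO peaks held it in 6.92% (6.30 to 7.44% over the placements). Leaving out each chromosome kept the AML1-ETO share between 31.1 and 31.6%. Counting within 100 bp of the summit moved this share most, to 39.9%. The ETS core AGGAAG was found in 37.7% of AML1 windows (36.8 to 38.6%) and 37.5% of AML1-ETO windows (36.8 to 38.2%), with backgrounds of 10.6 and 10.9%.

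**Figure D3:**
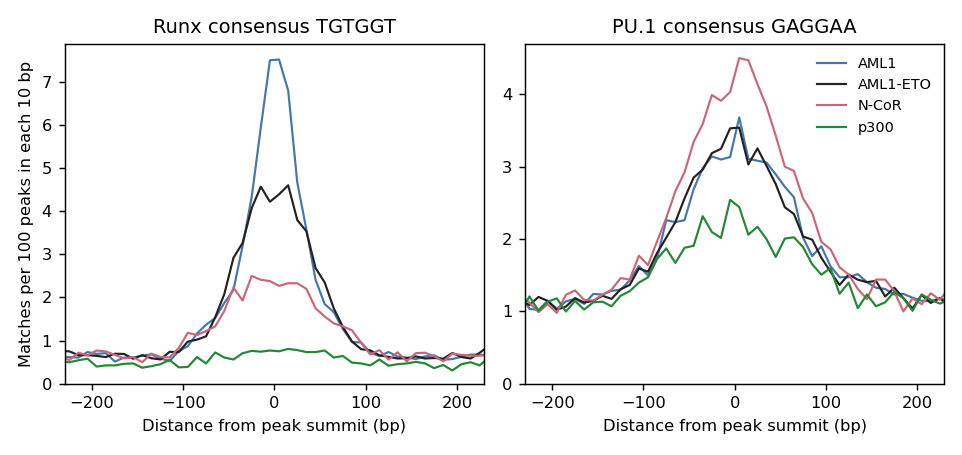
Matches to the Runx and PU.1 consensus sequences per 100 peaks in each 10 bp, by distance from the summit in bp, for the AML1, AML1-ETO, N-CoR and p300 peaks. The Runx matches are most frequent at the summits of AML1 peaks, and the PU.1 matches at those of N-CoR peaks.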

ETS family motifs (please see the Discussion section for candidate ETS motifs) were also enriched in sites of N-CoR and p300 occupancy (Figure 2C). 

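N-CoR windows held the ETS core in 46.2% (45.2 to 47.1%) and p300 windows in 25.1% (24.3 to 25.9%). The backgrounds of these lists were 11.3 and 10.8%. The p300 peaks near H3K4me3 held it in 16.6% (15.7 to 17.4%), and the others in 46.6% (44.9 to 48.4%).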

Taken together, our data suggest that the differentiation arrest in Kasumi-1 cells is caused by putative global AML1-ETO/ETS interactions and through the repressive activity of the fusion protein on AML1-mediated transcription.

### PU.1 motifs are significantly associated with regions of elevated AML1-ETO/N-CoR occupancy and low H3K4me3 enrichment

To characterize further the relationship between AML1, AML1-ETO, the co-regulators p300 and N-CoR, and epigenetic signatures, the mean tag densities for these datasets over regions (100 bp, centered on the summits of ChIP-seq peaks) bound by AML1 and/or AML1-ETO were clustered using k-means (Figure 3A). ChIP-seq enrichments for H3K27me3 showed little correspondence with signals from all other ChIP libraries (data not shown), yet this repressive mark was associated with some AML1-ETO regulated genes including CXCR4 and HCK (Additional file 7: Figure S6). At genomic regions where levels of AML1-ETO and N-CoR enrichment were highest (Cluster I), enrichment of the activating mark H3K4me3 was low (Figure 3A and C). This anti-correlation is expected on the basis that only a small fraction (6.3%) of the AML1/AML1-ETO-bound loci from Cluster I are found at promoters of the UCSC known genes (Figure 3B [37]), whereas H3K4me3 enrichments are expected to be elevated at actively transcribed genes [38]. In contrast, Cluster II was characterized by an inverse pattern, where occupancy of AML1-ETO and N-CoR was lower (Figure 3C) but statistically significant (p < 10^−20^ for AML1-ETO and/or AML1 enrichment) and enrichment of H3K4me3 was high. 

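The read densities behind the clusters were not analysed here, so loci were grouped by their peaks. Merging the AML1 and AML1-ETO windows gave 21424 loci, of which 7603 overlapped an N-CoR window. An H3K4me3 summit lay within 1000 bp of the centre of 1822 of these N-CoR-bound loci, 24.0% (23.0 to 24.9%). Among the 13821 loci without N-CoR it did so at 33.9% (33.1 to 34.7%). The values ranged from 23.4 to 24.2% and from 33.0 to 34.3% with each chromosome left out. Random positions lay within 1000 bp of an H3K4me3 summit in 1.40% of cases (1.13 to 1.65% over 1000 draws), less often than either group of loci. An AML1-ETO window was part of 92.8% of the N-CoR-bound loci and of 79.8% of the others. The alternative that moved the shares most counted H3K4me3 summits within 500 bp, which gave 17.9% with N-CoR and 26.8% without it.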

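The N-CoR-bound loci without H3K4me3 within 1000 bp number 5781, and 5780 of them lie on the nuclear chromosomes. A promoter was taken as the 1000 bp to either side of any transcription start in the GENCODE annotation (release 44, lifted to GRCh37). By this definition 879 loci lay at promoters, 15.2% (14.3 to 16.2%). As many random positions on the same chromosomes gave 8.33% (7.13 to 9.53% over 1000 placements). Leaving out each chromosome kept the share between 14.6 and 15.6%. The widest promoter tried moved it most, to 28.1%. The median distance from these loci to a transcription start was 6492 bp.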

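An H3K4me3 summit lay within 1000 bp of 6503 AML1/AML1-ETO loci, 30.4% (29.7 to 31.0%), at a median distance of 327 bp. Of these loci 28.0% (26.9 to 29.1%) overlapped an N-CoR window, against 35.5% (34.8 to 36.1%) of all loci. AML1-ETO windows were part of 76.2% of the loci near H3K4me3 and of 94.9% of the N-CoR-bound loci away from it, and the windows of AML1 were part of 52.8 and 73.9%.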

The mean occupancy of p300 was similar among the three clusters (Figure 3C). 

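A p300 window overlapped 34.1% (32.9 to 35.4%) of the N-CoR-bound loci without H3K4me3 and 35.7% (34.5 to 36.9%) of the loci near H3K4me3. The 9140 loci with neither N-CoR nor H3K4me3 overlapped p300 in 2.79% (2.46 to 3.15%), 255 loci. This last group is defined by the absence of an N-CoR window, and its read densities were not used here.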

Comparing our ChIP-seq data with H3K9ac (another activation-associated histone modification) ChIP-seq data from Ptasinska *et al* [24], we observed that enrichment of H3K9ac was inversely correlated with our AML1-ETO and N-CoR occupancies (data not shown). This inverse relationship between AML1-ETO/N-CoR and activating histone marks reinforces the idea that AML1-ETO acts as a transcriptional repressor at many loci in Kasumi-1 cells.

**Figure 3:**
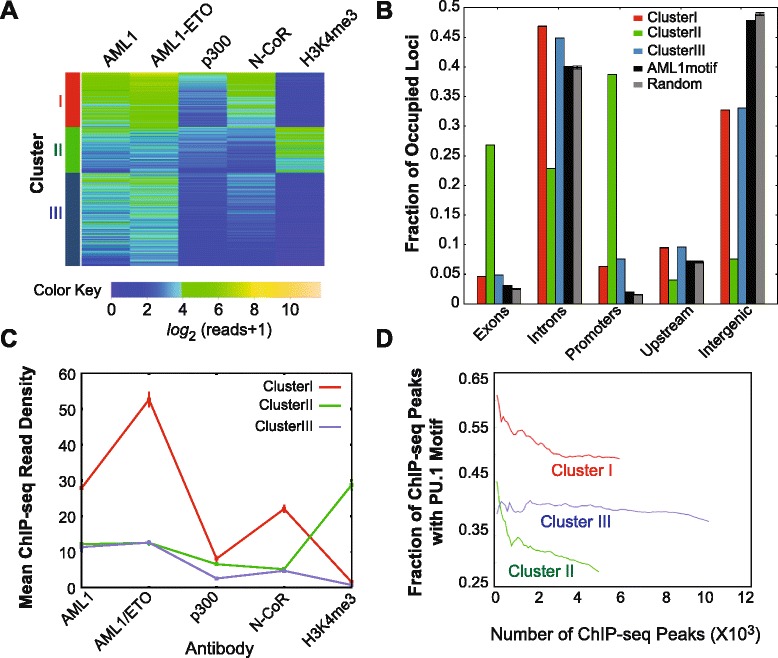
Classification of AML1/AML1-ETO genomic localization using co-factors. **(A)** Heatmap of significant (p < 10^−20^ from MACS) AML1/AML1-ETO ChIP-seq peaks clustered using k-means (k = 3) with normalized mean (over summit +/- 50 bp regions) read densities for AML1, AML1-ETO, N-CoR, p300 and the transcription initiation-associated histone modification H3K4me3. Following the color key, lowest read densities are represented in dark blue, whereas highest signals are in tan. **(B)** Distribution of clustered AML1/AML1-ETO loci among five classes of genomic elements. The y-axis represents the fraction of occupied loci among the each of the three clusters. **(C)** Profile of within-cluster averaged AML1, AML1-ETO, and co-regulatory protein enrichments. **(D)** Plot showing the fraction of ChIP-seq peaks containing the PU.1 motif as a function of total peak numbers for each cluster.

We examined the distribution of AML1/AML1-ETO bound loci from all three clusters among genomic elements (Figure 3B). AML1/AML1-ETO occupied regions from Clusters I and III are gene-distal compared to those of Cluster II. Yet, for each cluster the comparison with occupancy expected based upon AML1/AML1-ETO binding with random sequences or sequences that match the AML1 motif revealed differences. For example, for all clusters AML1/AML1-ETO occupancy at promoters and exons is higher than expected (Figure 3B). 

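Introns held 52.7% (51.4 to 54.0%) of the N-CoR-bound loci without H3K4me3 and 51.9% (50.9 to 53.0%) of the loci with neither. Intergenic positions held 18.1% (17.1 to 19.1%) and 18.9% (18.1 to 19.7%) of these groups. Of the loci near H3K4me3, 6.74% (6.14 to 7.37%) lay in introns and 3.03% (2.63 to 3.48%) between genes. A further 8.86, 8.97 and 2.54% lay within 10 kb upstream of a gene, in the same order of groups.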

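Promoters held 86.2% (85.3 to 87.0%) of the loci near H3K4me3 and 15.4% (14.7 to 16.2%) of the loci with neither N-CoR nor H3K4me3. Random placement of these groups gave 8.83% (7.77 to 9.98%) and 8.20% (7.37 to 9.14%). Outside promoters, exons held 5.21% (4.65 to 5.81%) of the N-CoR-bound loci without H3K4me3, 4.81% (4.38 to 5.26%) of the loci with neither and 1.51% (1.23 to 1.83%) of the loci near H3K4me3, against 3.69% of random positions. When exons were assigned before promoters, these shares became 9.65, 9.86 and 38.5%, against 6.09% of random positions, so the exon share of the loci near H3K4me3 lay below or above the random share according to this order.

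**Figure D4:**
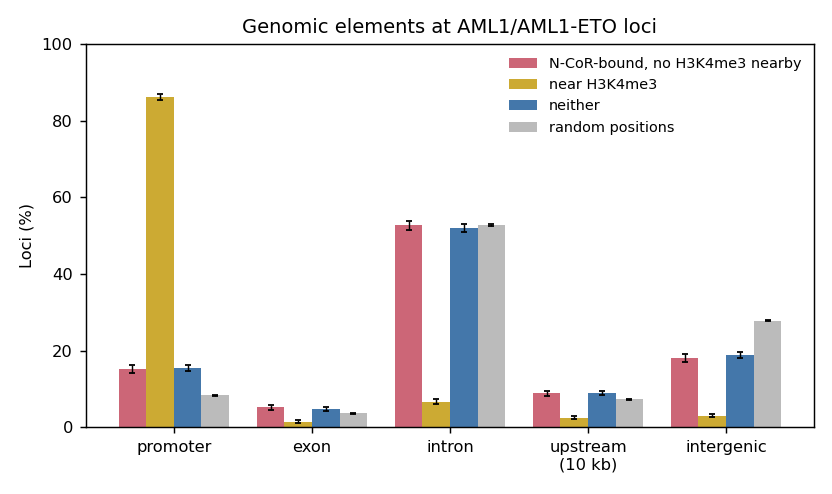
Percent of AML1/AML1-ETO loci and of random positions in each class of genomic element, with promoters assigned first. Bars are shares with exact 95% intervals, in colors for the 3 groups of loci and the random positions; 86.2% of the loci near H3K4me3 lie at promoters.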

As noted above, the occupancy reflected by Cluster II is much more strongly associated with TSS-proximal elements than that of Clusters I and III.

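The median distance to the nearest transcription start was 96 bp for the loci near H3K4me3 and 6686 bp for the loci with neither N-CoR nor H3K4me3. Random positions had a median distance of 11956.5 bp. Starts of protein-coding genes alone lay within 1000 bp of 79.1, 10.4 and 5.12% of these positions. H3K4me3 peaks themselves lay at promoters in 87.8% (87.3 to 88.2%).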

The sequences with the greatest AML1-ETO/N-CoR co-occupancy (Cluster I) were compared with the remaining sequences occupied by AML1/AML1-ETO (Clusters II and III) using a discriminatory motif analysis (see Methods). The ETS/PU.1 motif was over-represented among the Cluster I sequences (p < 2.2 × 10^−16^ using a Kolmogorov-Smirnov test). 

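The PU.1 consensus GAGGAA was counted on either strand within 50 bp of the centre of each AML1/AML1-ETO locus. It was found at 33.1% (31.9 to 34.4%) of the N-CoR-bound loci without H3K4me3, 14.7% (13.8 to 15.6%) of the loci near H3K4me3 and 27.5% (26.5 to 28.4%) of the loci with neither. The backgrounds, 1000 bp to either side, were 8.67, 9.03 and 8.93%, and random positions on the same chromosomes gave 7.97, 7.93 and 7.97%. Leaving out each chromosome kept the first share between 32.9 and 33.3% and that near H3K4me3 between 14.5 and 14.8%. The longer consensus GAGGAAGT moved the shares most, to 8.51, 2.81 and 7.12%. The windows of the N-CoR-bound loci had 51.4% G and C, and those near H3K4me3 64.9%.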

The resulting PU.1 motif (Additional file 8: Figure S7) was scanned across all AML1/AML1-ETO-occupied sequences using FIMO [39], which demonstrated the relative enrichment of the PU.1 motif in distal, predominantly N-CoR-associated putative regulatory sequences (Cluster I) and depletion in the proximal transcriptionally active sequences (Cluster II) (Figure 3D). Thus, AML1-ETO/N-CoR interactions likely perturb PU.1 function at multiple loci in the Kasumi-1 cell genome, in turn contributing to the leukemic phenotype of these cells.

### The AML1-ETO/N-CoR signature is linked to AML1-ETO target gene expression and leukemia

In order to relate the AML1-ETO/N-CoR co-occupancy signature to phenotypic changes in gene expression, putative regulatory target genes were interrogated using publicly available expression profiling data from AML1-ETO mRNA knockdown experiments in Kasumi-1 cells [30]. For a given gene, the *t* score is the estimated log fold-change between conditions divided by its standard error: we observe that P(*t*) is shifted significantly to higher *t* for Cluster I compared to either Clusters II or III (Figure 4A). This observation is further evident in the volcano plot (Figure 4B), where genes associated with Cluster I are over-represented (p < 2.5 × 10^−5^ comparing with either Clusters II or III using Fisher’s exact test) among genes with substantially altered expression^a^. Thus, relative to other AML1/AML1-ETO-bound genes, those with the AML1-ETO/N-CoR signature (Cluster I) were more transcriptionally repressed and therefore up-regulated in AML1-ETO depleted Kasumi-1 cells. These results were recapitulated using a second set of publicly available expression profiling data from AML1-ETO mRNA knockdown experiments in Kasumi-1 cells [24] (see Figure 4C and D). In Figure 4D, genes associated with Cluster I are over-represented (p < 2.5 × 10^−4^ comparing with either Clusters II or III using Fisher’s exact test) among genes with substantially altered expression^1^.

**Figure 4:**
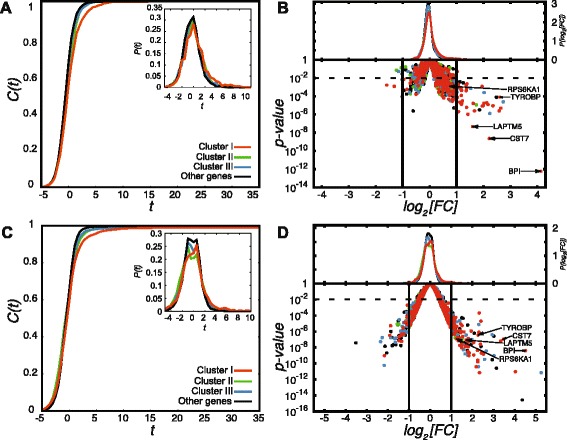
Genes associated with the AML-ETO/N-CoR signature have the greatest recovery upon AML1-ETO knockdown. **(A)** The cumulative distribution of *t* scores, $$ C(t)={\displaystyle {\int}_{-\infty}^tP(s)ds} $$, comparing changes in gene expression for each of the clusters (Figure 3A) due to reduction in mRNA levels of the AML1-ETO fusion protein [30] is shown. For a given gene, the *t* score is the estimated log fold-change between conditions divided by its standard error: we observe that C(*t*) is shifted significantly (p < 4.6 × 10^−10^ using a t-test) to higher *t* for Cluster I compared to either Clusters II or III. The inset shows the probability distributions, *P*(*t*), for each cluster. **(B)** Volcano plot of expression differences due to RNAi mediated knockdown of AML1-ETO [30] showing genes from each of the clusters. The horizontal axis shows log_2_(fold-change), with vertical lines indicating cutoffs of 2-fold in either direction. The upper panel displays the distributions of log_2_(fold-change) for each of the clusters, again with a significant shift (p < 4 × 10^−9^ using a t-test) to higher fold-changes for Cluster I, relative to the other two clusters. **(C)** Distributions of t scores, as in **(A)** using expression profiling data collected over several time-points in Kasumi-1 cells under knockdown of the AML1-ETO mRNA [24]. We observe that C(*t*) is shifted significantly (p < 2.9 × 10^−8^ using a t-test) to higher *t* for Cluster I compared to either Clusters II or III. **(D)** Volcano plot of expression differences due to knockdown of AML1-ETO [24] showing genes from each of the clusters. The upper panel displays the distributions of log_2_(fold-change) for each of the clusters, again with a significant shift (p < 3.5 × 10^−8^ using a t-test) to higher fold-changes for Cluster I, relative to the other two clusters.

Because we have observed a clear relationship between AML1-ETO/N-CoR co-localization and siRNA-induced abrogation of the leukemic phenotype in Kasumi-1 cells (Figure 4A), it is worthwhile to compare the genes linked with different patterns of AML1/AML1-ETO/co-factor occupancy with those from gene ontology terms. We find that the AML1-ETO/N-CoR signature is associated with phenotypic terms including “myeloid cell differentiation”, while Clusters II and III are more associated with normal cellular function (Figure 5). Taken together, gene expression and ontology data suggest that the AML1-ETO/N-CoR signature establishes the leukemic phenotype.

**Figure 5:**
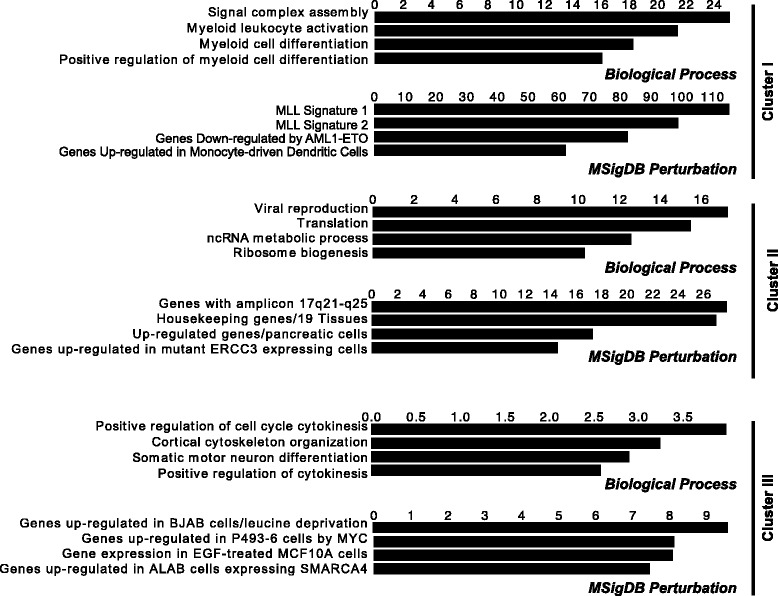
Ontologies for shared AML1-ETO and N-CoR genomic regions are relevant to leukemia. Gene ontology categories (Biological Process; Molecular Signatures Database Perturbation) with associated top-ranked terms are shown for each cluster. Values on column plots represent –log_10_(binomial p-value), computed using GREAT [35] (version 2.0.2) with the default association rules. Note: some ontology term names were shortened.

## Discussion

Our ChIP-seq data demonstrate that AML1-ETO binding regions are more correlated with N-CoR in Kasumi-1 cells than any other assayed proteins, including p300. Using ChIP (re-ChIP) studies in Kasumi-1 cells, Ptasinska et al determined that AML1-ETO preferentially recruits the co-repressor HDAC2 (an N-CoR interacting partner) instead of the co-activator p300 [25]. This genome-wide study also revealed that AML1-ETO bound loci are chiefly associated with transcriptional repression [25]. Thus, the preferential association between AML1-ETO and N-CoR in our study supports the finding that many AML1-ETO regulated genes are repressed [24,25]. In SKNO-1 cells, another *in vitro* model system for t(8;21) leukemia, AML1-ETO and p300 were also found to co-occupy genomic regions [26], yet the relevance to the t(8;21) disease phenotpye is unclear. Our integration of ChIP-seq data with publicly available microarray data and gene ontology analyses demonstrate that regions co-occupied by AML1-ETO/N-CoR are more relevant to t(8;21) leukemia than AML1-ETO/p300.

We found that genomic regions of AML1 occupancy largely overlap AML1-ETO binding regions. A similar result has also been observed in ChIP-chip data of U937 cells over-expressing AML1-ETO [40]. Ptasinska and colleagues determined global DNA binding for AML1 and AML1-ETO in Kasumi-1 cells [24,25]. Although we used different AML1 and ETO antibodies for our ChIP experiments, there is a very high correspondence (80%) of peaks between the datasets (data not shown). Similar to reports of other transcription factors in hematopoietic cell types [41,42], AML1 and AML1-ETO largely occupy promoter-distal sites (including introns) in the Kasumi-1 genome. These results suggest that these distal sites serve as platforms for AML1-ETO to regulate transcription via long-range chromatin interactions. 

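Promoters held 35.7% of AML1 peaks (34.8 to 36.6%) and 34.5% of AML1-ETO peaks (33.8 to 35.2%). Introns held 39.2% (38.3 to 40.1%) and 39.9% (39.2 to 40.6%). Intergenic positions made up 14.7 and 14.1%, positions within 10 kb upstream of a gene 6.68 and 7.38%, and exons outside promoters 3.73 and 4.14%. The median distance to a transcription start was 3456 bp for AML1 and 3352 bp for AML1-ETO. For N-CoR the promoter share was 33.4% (32.5 to 34.3%), and for p300 it was 71.8% (71.0 to 72.7%).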

AML1 and fusion protein occupancy at distal sites may be important for maintaining chromatin structure and for scaffolding protein-protein interactions. 

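Peaks overlapping all 3 of the other proteins among AML1, AML1-ETO, N-CoR and p300 were counted in each list. They number 2104 for AML1, 18.0% of its peaks (17.3 to 18.7%), and 2133 for AML1-ETO, 11.8% (11.3 to 12.3%). For N-CoR there were 2131, 21.3% (20.5 to 22.1%), and for p300 2068, 18.8% (18.0 to 19.5%). Windows of 25 bp to either side of the summit, a setting added after the data had been seen, moved the AML1-ETO share most, to 7.63%. Peaks overlapping none of the other 3 proteins made up 20.4% of AML1, 38.3% of AML1-ETO, 17.6% of N-CoR and 51.8% of p300 peaks.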

Approximately 20% of AML1, fusion protein, and co-regulator peaks occupy the same genomic regions. These ubiquitous sites may reflect cell population effects and/or the different affinities of p300 and N-CoR for AML1-ETO. Alternatively, co-occupancy of opposing factors, N-CoR and p300, may be an important mechanism for fine tuning chromatin at regulatory loci [43].

ChIP-seq data have been used to identify putative protein partners via *de novo* motif discovery [41,44,45]. Each of our libraries was enriched in ETS factor motifs. 

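A further ETS sequence, CCGGAA, was found within 50 bp of the summit in 8.65% of AML1 peaks (8.15 to 9.18%), 7.35% of AML1-ETO peaks (6.98 to 7.74%), 9.93% of N-CoR peaks (9.35 to 10.5%) and 14.0% of p300 peaks (13.3 to 14.6%). The backgrounds were 1.22, 1.41, 1.26 and 1.75%. GAGGAA was found in 25.6, 26.0, 30.8 and 17.7% of the same lists, with backgrounds between 8.79 and 8.92%.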

A motif for one candidate ETS family member, FLI1, was discovered within significant N-CoR and p300 peaks (Figure 2C). Our data corroborate a recent report showing that FLI1 binds regions similar to AML1-ETO and that the fusion protein is recruited to ETS factor binding sites [27]. Although the AML1-ETO/N-CoR signature appears to largely account for the leukemic phenotype, Myb-p300 interactions may play a small role in this disease phenotype. The Myb motif was enriched in our p300 ChIP-seq dataset. 

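The Myb consensus, C or T followed by AAC, then G or T, then G, was found on either strand in 13.1% (12.5 to 13.8%) of p300 windows, against 9.43% (9.05 to 9.83%) in the background. Among p300 peaks away from H3K4me3 it was found in 20.4% (19.0 to 21.9%), and among those near it in a share with a 95% interval of 9.58 to 10.9%, where the background was 9.52% (9.06 to 9.98%) and the share 300 bp away was 8.60%. The N-CoR list had 14.4% (13.7 to 15.1%), AML1 12.6% and AML1-ETO 12.2%.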

Interestingly, Pattabiraman *et al* demonstrated that interactions between C-Myb and p300 are important for initiating acute myeloid leukemia [46]. Strikingly, ETS/PU.1 motifs were over-represented in Cluster I, implying that AML1-ETO is potentially recruited by PU.1 and may be necessary for maintaining differentiation arrest in Kasumi-1 cells. This assertion, along with the specific identity of PU.1 from among the highly similar ETS-family motifs, was confirmed by Ptasinska *et al*, who performed PU.1 ChIP-seq in Kasumi-1 cells and found a high degree of overlap between PU.1 and AML1-ETO associating regions [25]. Because AML1-ETO binds DNA and also interacts with PU.1-bound to DNA [22], the fraction of AML1-ETO peaks that represent directly versus indirectly bound DNA is not known.

Previous reports have demonstrated that depletion of AML1-ETO in Kasumi-1 cells resulted in global increases in H3K9ac occupancy, an epigenetic mark for transcriptional activation [24]. We examined genome-wide enrichment sites for H3K4me3 and H3K27me3, marks of activation and repression, respectively. AML1-ETO mediated gene repression is believed to occur through an epigenetic mechanism involving H3K27me3 [12]. Although this activity occurs at the LAT2 gene [47] and only on a subset of our ChIP-seq peaks, the repression characterized by local alterations in H3K27me3 is likely not the dominant mechanism in Kasumi-1 cells. In contrast, H3K4me3 enrichments correlated well with those of H3K9ac [24]; signals for both activating marks were reduced in genomic regions where AML1-ETO and N-CoR were elevated (data not shown). HDAC activity may decrease H3K9ac signals at these regions, a change that may be achieved by direct interactions between AML1-ETO and HDACs or via recruitment of HDACs by N-CoR. Similarly, in transcription start site-proximal regions, H3K4me3 enrichment may be reduced when AML1-ETO/N-CoR occupancy is high.

Given that the fusion protein occupies Kasumi-1 metaphase chromosomes [20], it is possible that during mitosis AML1-ETO associates with chromatin regulators at novel genes that are critical for maintaining the leukemic phenotype. This epigenetic gene bookmarking mechanism has been described for Runx2 in osteoblastic cells [33,48,49] and for PcG proteins in Drosophila S2 cells [50]. Future work on purified populations of mitotic Kasumi-1 cells will shed light on whether AML1-ETO participates in gene bookmarking.

Collectively, our data have revealed a global AML1-ETO/N-CoR signature with two key properties: occupancy of promoter-distal regions of AML1-ETO-regulated genes, and enrichment for myeloid-related ETS factors. Genes within this regulatory network define the disease phenotype of t(8;21) leukemia and are potential therapeutic targets.

## Conclusions

Findings presented here establish a novel t(8;21) AML leukemia signature characterized by occupancy of AML1-ETO/N-CoR at promoter-distal genomic regions enriched in motifs for myeloid differentiation factors. These findings are significant because a genome-wide mechanism for AML1-ETO mediated block in myeloid differentiation remains poorly understood. Results reported in this study provide insight into genome-wide mechanisms that contribute to the disease phenotype of the t(8;21) carrying leukemia.

## Methods

### Cell lines and reagents

Kasumi-1 and K562 cell lines were purchased from the American Type Culture Collection (ATCC, Manassas, VA) and maintained in RPMI-1640 media supplemented with 20% FBS. AML1 antibodies were purchased from Cell Signaling Technology, Inc. (4334, Danvers, MA), Abcam (50541, Cambridge, MA), EMD Millipore (PC285, Billerica, MA), and Active Motif (39000, Carlsbad, CA). The Cell Signaling Technology and Active Motif AML1 antibodies gave robust AML1 pulldowns and displayed significant ChIP-PCR enrichments of control genomic regions. The Cell Signaling Technology AML1 antibody recognizes the N-terminal region of AML1, thus pulling down both wildtype AML1 and AML1-ETO. In contrast, the Active Motif AML1 antibody recognizes the C-terminal region of AML1 and does not pull down the AML1-ETO fusion protein. Therefore, the Active Motif antibody was used for AML1 ChIP-seq library preparations. An ETO antibody, PC283, was purchased from EMD Millipore (Billerica, MA). N-CoR (SC-1609) and p300 (SC-585) antibodies were purchased from Santa Cruz Biotechnology, Inc. (Santa Cruz, CA). A histone H3 (tri methyl K4) antibody (ab1012) was purchased from Abcam (Cambridge, MA) and a histone H3 (tri methyl K27) antibody (ABE44) was purchased from EMD Millipore (Billerica, MA).

### ChIP-seq library preparation

Kasumi-1 cells growing in log phase were fixed with 1% formaldehyde for 10 min at room temperature and subsequently quenched with 0.25 M glycine. After washes in PBS, cells were flash frozen in liquid nitrogen. Thawed pellets were resuspended in Buffer A (50 mM HEPES, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100) and rotated at 4°C for 10 min. Following centrifugation, pellets were resuspended in Buffer B (10 mM Tris-HCl, 200 mM NaCl, 1 mM EDTA, 1 mM EGTA) and rotated at 4°C for 10 min. Pellets from centrifuged samples were resuspended in Buffer C (10 mM Tris-HCl, 100 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.1% sodium deoxycholate, 0.5% N-lauroylsarcosine). Samples were aliquoted, 3 ml per tube, and sonicated to a fragment size of 100-500 base pairs using a 3.2 mm sonication probe (QSonica, Newtown, CT). Sheared chromatin (from approximately 30 million cells) was immunoprecipitated with antibodies overnight. All ChIP experiments included either normal goat or rabbit IgG (EMD Millipore, Billerica, MA) as controls. Antibody-lysate complexes were mixed with Protein G Dynabeads (Life Technologies, Grand Island, NY) for two hours. For AML1, ETO, H3K4me3, and H3K27me3 immunoprecipitations, beads were washed once with IP buffer, three times with RIPA buffer (50 mM HEPES, 500 mM LiCl, 1 mM EDTA, 0.5% NP-40, 0.25% sodium deoxycholate), once with PBS, and once with TE buffer. For N-CoR and p300 pulldowns, beads were washed once with IP buffer, once with high salt buffer (2 mM EDTA, 20 mM Tris-HCl, 500 mM NaCl), 1 time with RIPA buffer (50 mM HEPES, 250 mM LiCl, 1 mM EDTA, 0.5% NP-40, 0.25% sodium deoxycholate), once with PBS, and once with TE buffer. Protein-DNA complexes were extracted from beads at 37°C in elution buffer (10 mM EDTA, 50 mM Tris-HCl, 1% SDS). For reverse crosslinking, supernatants from centrifuged samples were rotated overnight at 60°C. RNAse and proteinase K treated samples were extracted with phenol:chloroform:isoamyl alcohol. Precipitated DNA was resuspended in 10 mM Tris-HCl, quantified with a Qubit fluorometer (Life Technologies, Grand Island, NY).

Prior to processing raw ChIP material for deep sequencing, ChIP-PCR validation studies were employed. Positive and negative control binding regions were established using different primers sets, and data was expressed as percentage of input for each region. In addition to site-specific enrichment for ChIP samples, IgG was used as the non-specific control. A second round of ChIP-PCR was performed following amplification of libraries to ensure enrichment of genomic regions in ChIP samples relative to input. Primer sequences used in ChIP-PCR studies (including ChIP-seq target validation) can be found in Additional file 9: Table S2.

The Illumina protocol (Illumina, Inc., San Diego, CA) for ChIP-seq library generation was used with slight modifications. Approximately 5-10 ng chromatin was end-repaired (EpiCentre Biotechnologies, Madison, WI). Material was then A-tailed and ligated with adapters for single end deep sequencing (Illumina, Inc., San Diego, CA). Adapter modified DNA was size-selected, 300-400 base pair (bp) range, and then amplified using the Phusion polymerase (New England Biolabs, Ipswich, MA). Amplified ChIP libraries were size selected and sequenced on an Illumina GAIIx Genome Analyzer (Illumina, Inc., San Diego, CA) at the UMass Medical School Deep Sequencing Core Facility (Worcester, MA). Two biological ChIP-seq replicates and inputs were collected for AML1, AML1-ETO, p300, N-CoR, H3K4me3, and H3K27me3.

### Analysis of sequencing data

As a preliminary step, the read quality from ChIP-seq experiments was assessed using FastQC [51]. Reads were aligned to the human genome (GRCh37, hg19) using bowtie (version 0.12.8) [52], allowing up to two mismatches. Peak calling was performed using MACS (version 2.0.10.20131216) [34] with default settings and a p < 10^−20^ threshold. For the remainder of this report, replicates for each regulatory protein or histone modification were pooled prior to peak calling and the resulting occupancy/enrichment profiles were normalized to 10 million reads. The overlaps between ChIP-seq peaks, summarized in Figure 1, were based upon peak summits ± 50 bp. Using binding loci for AML1 and/or AML1-ETO (peak summits ± 50 bp, with peaks merged from the two pooled experiments), mean ChIP-seq read densities were collected for a set of ChIP-seq experiments and clustered by k-means (k = 3). In order to determine an appropriate choice for k, we clustered our signals, examined the sum of the squared error (SSE) for 1 ≤ *k* ≤ 15 and compared this error with that from a set of 250 randomized instances of the data [53]. We observed that the difference between the actual SSE and that for randomized data was maximal for k = 3.

*De novo* motifs were detected for each of the assayed proteins (Figure 2C) using HOMER (v. 3.15) [54]. Distinguishing binding of specific transcription factors within the ETS family is difficult because ETS factor motifs are similar. Therefore, our analysis makes a conservative assignment by designating these motifs “ETS family”. Candidate ETS transcription factors that relate to t(8;21) leukemia are listed in the Discussion section. To detect a *de novo* motif that can best distinguish between sequences from Cluster I and those in Clusters II and III, we used the area under the receiver operating curve (AUC) to compare candidate motifs [55] converging from a random motif to an optimal one using a simulated annealing procedure [56] with Metropolis-Hastings Monte Carlo moves [57,58]. The resulting PU.1 *de novo* motif (Additional file 8: Figure S7) was compared to known motifs using TOMTOM (version 4.9.1) [59] and was used with FIMO [39] (version 4.7.0) with a significance threshold of p < 10^−4^ to scan sequences in the clusters.

In order to evaluate the transcriptional effect of AML1-ETO binding in association with N-CoR and p300, two sets of previously reported gene expression profiling data [24,30] were independently used in combination with our clustered ChIP sequencing data. The first published expression data that we compared with [30] were collected from Kasumi-1 cells that had been transfected with AML1-ETO or luciferase siRNA constructs by either Amaxa nucleofection or using Bio-Rad siLentFect. The raw expression data were preprocessed and normalized using GCRMA [60]. These Kasumi-1 microarrays were originally processed in two batches on different dates and the global expression patterns were strongly clustered by batch. We were able to control for this effect using the linear model “~0 + transfection + AML1-ETO”, where the “transfection” factor correlates with the batch dates and the “AML1-ETO” factor indexes knockdown (or not) of the AML1-ETO mRNA. Replicates were treated as blocking factors in the linear model using limma [61] and empirical Bayes-moderated *t* tests were performed (Figure 4A and B). The linear model was fitted only for probe-sets that were annotated with Entrez gene IDs; when there was more than one probe-set with the same gene ID, only the probe-set with the largest interquartile range was retained. A regulatory target gene can be assigned to each AML1/AML1-ETO locus on the basis of locus-TSS proximity. For each gene, however, there may be many candidate regulatory loci. Therefore, an additional assumption was made: regulation via an AML1-ETO/N-CoR (i.e., Cluster I) locus is dominant. If a gene is putatively regulated by loci from each of Clusters I, II and III, the Cluster I locus is assumed to be limiting in its control of expression and the gene is assigned exclusively to Cluster I for the purposes of comparing aggregate changes in expression due to binding for each of the clusters. A Fisher’s exact test was used to measure associations between the Clusters and genes regulated by AML1-ETO.

In order to reinforce the above analysis of transcriptional outcomes associated with AML1-ETO/N-CoR co-localization, we carried out steps similar to those outlined above using another set of previously reported gene expression profiling data, collected in Kasumi-1 cells under knockdown (or not) of the AML1-ETO mRNA [24]. These expression data were collected, without replication, over a series of four time-points following electroporation with either AML1-ETO siRNA or mismatch siRNA. Normalized expression data were collected from the NCBI Gene Expression Omnibus [62]. After retaining only probe-sets that were annotated with Entrez gene IDs and, when there was more than one probe-set with the same gene ID, retaining only the probe-set with the largest interquartile range, a linear model was fitted. We used the linear model “~0 + time-point + AML1-ETO”. The “time-point” variable enforces explicit pairing between the AML1-ETO and mismatch siRNA conditions: the resulting empirical Bayes-moderated *t* tests from limma [61] are, therefore, paired *t* tests (Figure 4C and D).

### Immunoprecipitation and western blotting

Kasumi-1 cells were centrifuged at 300 × g, resuspended in PBS, and centrifuged again at 300 × g. Cells were lysed in buffer (20 mM Tris, 0.15M NaCl, 1 mM EDTA, 1 mM EGTA, 1% Triton X-100, 1 mM PMSF), vortexed, and kept on ice for 20 min. Samples were centrifuged at 10,000 × g for 10 min. Supernatants were collected and protein concentration was determined by the BCA Assay (Thermo Scientific, Rockford, IL). Whole cell Kasumi-1 extracts (500 μg) were immunoprecipitated overnight with 2 μg of either p300 or N-CoR antibodies (Santa Cruz Biotechnologies Inc., Santa Cruz, CA). Rabbit or goat IgG were used as controls (Millipore, Billerica, MA). Samples were rotated with 30 μl Protein G Dynabeads (Life Technologies, Grand Island, NY) for two hours, and then washed five times with IP buffer. Protein samples were run on a 5% SDS-PAGE gel and transferred to PVDF membranes (Thermo Scientific, Rockford, IL). Membranes were blotted with p300 and N-CoR antibodies (1:750 dilution) overnight. Secondary antibodies conjugated with HRP were purchased from EMD Millipore (Billerica, MA). Enhanced chemiluminescence was used for protein detection (Thermo Scientific, Rockford, IL).

### Availability of supporting data

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [62] and are accessible through GEO Series accession number GSE62847 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62847).

### Endnote

^a^Genes exhibiting substantially altered expression are defined here to have log_2_(fold-change) > 1 and p < 0.01.

## Additional files

Additional file 1: Figure S1. Antibody validation prior to ChIP library preparation. (A) ChIP-western experiments on crosslinked Kasumi-1 cells using a panel of AML1 antibodies and an AML1-ETO antibody. An Active Motif AML1 antibody (39000, Carlsbad, CA) was used for ChIP-seq library preparations. Blots were cropped for clarity. (B) Western blots for p300 and N-CoR using Kasumi-1 and K562 whole cell lysates. (C) Immunoprecipitation and western blot of N-CoR in Kasumi-1 cells (using ChIP buffer C). IgG served as the control for all experiments. Additional file 2: Figure S2. ChIP library validation in Kasumi-1 cells. (A) ChIP-PCR experiments demonstrated significant pulldown of a region in the Runx1P1 promoter in ChIP samples but not in IgG control samples. Binding was negligible at the negative control hPhox region. The strength of pulldowns are expressed as percent input. Experiments were repeated twice and error bars represent standard deviation. (B) Representative bioanalyzer results for AML1 and AML1-ETO libraries. Each library displays a size-selected, narrow fragment range amenable for deep sequencing. Additional file 3: Table S1. ChIP-Seq library overview. Shown are the number of reads and peaks called for each replicate ChIP-Seq library. Additional file 4: Figure S3. Tag density plots and ChIP validaton of AML1-ETO target genes. (A) Tag density plots displaying enriched AML1-ETO regions corresponding to known fusion protein target genes. Asterisks indicate the positions of TYROBP, LAPTM5, and RPS6KA1 regions validated in ChIP-PCR studies (B). Fold enrichment indicates enrichment of ChIP samples over inputs when equivalent amounts of DNA were used in PCR reactions. Additional file 5: Figure S4. Correlation between different ChIP-seq libraries. Scatter plots for five ChIP-seq experiments collected using Kasumi-1 cells. Each point represents a region of enrichment (i.e. “peak”) in either the AML1, AML1-ETO or both experiments, with the normalized mean read number, *S*_*X*_, plotted for five antibodies with target *X* on a logarithmic scale. The lower triangle of the figure is comprised of scatter plots for pair-wise comparisons, while the upper triangle reports the corresponding correlation coefficients (Pearson’s r). Additional file 6: Figure S5. Ontologies for genomic regions co-occupied by AML1-ETO and co-regulatory proteins. (A-B) Gene ontology (GO) categories (Biological Process; Molecular Signatures Database Perturbation) with associated top-ranked terms are shown for genomic regions associated with exclusive AML1-ETO/N-CoR enrichments (see 4252 overlapping regions in Figure 1C) and AML1-ETO/p300 enrichments (see 1164 overlapping regions in Figure 1C). These genomic regions were defined using the Venn diagram in Figure 1C and genomic coordinates were associated with GO categories using GREAT [35] (version 2.0.2). Note that no Biological Process terms were reported by GREAT (using the default association rules) for AML1-ETO/p300. Ontology terms reflecting regions of shared occupancy (see Figure 1C) between AML1-ETO/N-CoR/p300 (C) and AML1/N-CoR/p300 (D) are also reported. Values on column plots represent –log_10_(binomial p-value), computed using GREAT with the default association rules. Note: some ontology term names were shortened. Additional file 7: Figure S6. H3K27me3 ChIP-seq regions. Tag density plots of H3K27me3 data (normalized to 10^7^ reads) at CXCR4 and HCK loci. Additional file 8: Figure S7.

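The primers for LAPTM5 (Table S2) matched hg19 once, on chromosome 1 from 31229596 to 31229721, in an intron of LAPTM5. Windows of AML1, AML1-ETO, N-CoR and p300 all touch this product of 126 bp. For TYROBP, only the sense primer had an exact match, on chromosome 19 from 36400311 to 36400330, and the nearest AML1-ETO summit is 85 bp from its first base. For RPS6KA1, only the antisense primer had an exact match, on chromosome 1 from 26882410 to 26882429. The nearest AML1-ETO peak, from 26882203 to 26882302, has its summit 157 bp from the first base of this match and overlapped neither N-CoR nor p300. No product was placed for these genes.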

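Among the AML1-ETO peaks with N-CoR and not p300, 24.4% (23.1 to 25.8%) lay at promoters and 14.8% (13.8 to 15.9%) had an H3K4me3 summit within 1000 bp. Among those with p300 and not N-CoR, 78.4% (75.8 to 80.7%) lay at promoters and 79.7% (77.2 to 82.0%) had H3K4me3. A further setting, chosen after the values had been seen, also required the N-CoR and p300 windows of a shared peak to overlap each other. It left 2782 peaks shared by all 3 proteins, with 4252 others overlapping N-CoR and 1164 others overlapping p300. AML1-ETO peaks that overlapped both co-regulators by windows that did not meet are in both of the latter numbers. These regions are therefore not strictly exclusive, and the strictly exclusive counts stay 4192 and 1104. PU.1 consensus sequences were found in 30.8% (29.4 to 32.2%) of the peaks with N-CoR and not p300 and in 13.0% (11.1 to 15.2%) of those with p300 and not N-CoR.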

*De novo* discriminative motif. *De novo* motif (see Methods for details) to distinguish Cluster I loci from those of the other two clusters (see Figure 3A and D). Using TOMTOM (version 4.9.1) [59] to compare this motif with those from the TRANSFAC (Matys V et al., Nucleic Acids Res. 2006, 34(Database Issue):D108-10) and JASPAR (Mathelier A et al., Nucleic Acids Res. 2014, 42(Database Issue):D142-47) repositories, the TRANSFAC V_PU1_Q4 motif was the closest match, followed by V_PU1_01 and the JASPAR motif MA0080.2 (SPI1, also known as PU.1). Additional file 9: Table S2. Oligonucleotides used in ChIP-PCR validation studies.

## Abbreviations

TSSs: Transcriptional start sites
AML: Acute myeloid leukemia
ChIP-Seq: Chromatin immunoprecipitation with high-throughput sequencing
ETO: Eight twenty-one
GREAT: Genomic regions enrichment of annotations tool
miRs: microRNAs
N-CoR: Nuclear co-repressor
NHR: *Nervy* homology regions
RHD: Runt homology domain
SMRT: *Silencing* mediator of retinoic acid and thyroid hormone receptor
t(8;21): Translocation between chromosomes 8 and 21

## References

[1] Look AT (1997). Oncogenic transcription factors in the human acute leukemias. Science.

[2] Erickson P, Gao J, Chang KS, Look T, Whisenant E, Raimondi S (1992). Identification of breakpoints in t(8;21) acute myelogenous leukemia and isolation of a fusion transcript, AML1/ETO, with similarity to Drosophila segmentation gene, runt. Blood.

[3] Miyoshi H, Shimizu K, Kozu T, Maseki N, Kaneko Y, Ohki M (1991). t(8;21) breakpoints on chromosome 21 in acute myeloid leukemia are clustered within a limited region of a single gene, AML1. Proc Natl Acad Sci U S A.

[4] Davis JN, McGhee L, Meyers S (2003). The ETO (MTG8) gene family. Gene.

[5] Meyers S, Lenny N, Hiebert SW (1995). The t(8;21) fusion protein interferes with AML-1B-dependent transcriptional activation. Mol Cell Biol.

[6] Gelmetti V, Zhang J, Fanelli M, Minucci S, Pelicci PG, Lazar MA (1998). Aberrant recruitment of the nuclear receptor corepressor-histone deacetylase complex by the acute myeloid leukemia fusion partner ETO. Mol Cell Biol.

[7] Wang J, Hoshino T, Redner RL, Kajigaya S, Liu JM (1998). ETO, fusion partner in t(8;21) acute myeloid leukemia, represses transcription by interaction with the human N-CoR/mSin3/HDAC1 complex. Proc Natl Acad Sci U S A.

[8] Gottlicher M, Minucci S, Zhu P, Kramer OH, Schimpf A, Giavara S (2001). Valproic acid defines a novel class of HDAC inhibitors inducing differentiation of transformed cells. EMBO J.

[9] Liu S, Klisovic RB, Vukosavljevic T, Yu J, Paschka P, Huynh L (2007). Targeting AML1/ETO-histone deacetylase repressor complex: a novel mechanism for valproic acid-mediated gene expression and cellular differentiation in AML1/ETO-positive acute myeloid leukemia cells. J Pharmacol Exp Ther.

[10] Zapotocky M, Mejstrikova E, Smetana K, Stary J, Trka J, Starkova J (2012). Valproic acid triggers differentiation and apoptosis in AML1/ETO-positive leukemic cells specifically. Cancer Lett.

[11] Buchi F, Masala E, Rossi A, Valencia A, Spinelli E, Sanna A (2014). Redistribution of H3K27me3 and acetylated histone H4 upon exposure to azacitidine and decitabine results in de-repression of the AML1/ETO target gene IL3. Epigenetics.

[12] Chen J, Odenike O, Rowley JD (2010). Leukaemogenesis: more than mutant genes. Nat Rev Cancer.

[13] Klampfer L, Zhang J, Zelenetz AO, Uchida H, Nimer SD (1996). The AML1/ETO fusion protein activates transcription of BCL-2. Proc Natl Acad Sci U S A.

[14] Peterson LF, Yan M, Zhang DE (2007). The p21Waf1 pathway is involved in blocking leukemogenesis by the t(8;21) fusion protein AML1-ETO. Blood.

[15] Zaidi SK, Dowdy CR, van Wijnen AJ, Lian JB, Raza A, Stein JL (2009). Altered Runx1 subnuclear targeting enhances myeloid cell proliferation and blocks differentiation by activating a miR-24/MKP-7/MAPK network. Cancer Res.

[16] Wang L, Gural A, Sun XJ, Zhao X, Perna F, Huang G (2011). The leukemogenicity of AML1-ETO is dependent on site-specific lysine acetylation. Science.

[17] Fazi F, Racanicchi S, Zardo G, Starnes LM, Mancini M, Travaglini L (2007). Epigenetic silencing of the myelopoiesis regulator microRNA-223 by the AML1/ETO oncoprotein. Cancer Cell.

[18] Liddiard K, Hills R, Burnett AK, Darley RL, Tonks A (2010). OGG1 is a novel prognostic indicator in acute myeloid leukaemia. Oncogene.

[19] Reikvam H, Hatfield KJ, Kittang AO, Hovland R, Bruserud O (2011). Acute myeloid leukemia with the t(8;21) translocation: clinical consequences and biological implications. J Biomed Biotechnol.

[20] Bakshi R, Zaidi SK, Pande S, Hassan MQ, Young DW, Montecino M (2008). The leukemogenic t(8;21) fusion protein AML1-ETO controls rRNA genes and associates with nucleolar-organizing regions at mitotic chromosomes. J Cell Sci.

[21] Lausen J, Liu S, Fliegauf M, Lubbert M, Werner MH (2006). ELA2 is regulated by hematopoietic transcription factors, but not repressed by AML1-ETO. Oncogene.

[22] Vangala RK, Heiss-Neumann MS, Rangatia JS, Singh SM, Schoch C, Tenen DG (2003). The myeloid master regulator transcription factor PU.1 is inactivated by AML1-ETO in t(8;21) myeloid leukemia. Blood.

[23] Zhang J, Kalkum M, Yamamura S, Chait BT, Roeder RG (2004). E protein silencing by the leukemogenic AML1-ETO fusion protein. Science.

[24] Ptasinska A, Assi SA, Mannari D, James SR, Williamson D, Dunne J (2012). Depletion of RUNX1/ETO in t(8;21) AML cells leads to genome-wide changes in chromatin structure and transcription factor binding. Leukemia.

[25] Ptasinska A, Assi SA, Martinez-Soria N, Imperato MR, Piper J, Cauchy P (2014). Identification of a dynamic core transcriptional network in t(8;21) AML that regulates differentiation block and self-renewal. Cell Rep.

[26] Saeed S, Logie C, Francoijs KJ, Frige G, Romanenghi M, Nielsen FG (2012). Chromatin accessibility, p300, and histone acetylation define PML-RARalpha and AML1-ETO binding sites in acute myeloid leukemia. Blood.

[27] Martens JH, Mandoli A, Simmer F, Wierenga BJ, Saeed S, Singh AA (2012). ERG and FLI1 binding sites demarcate targets for aberrant epigenetic regulation by AML1-ETO in acute myeloid leukemia. Blood.

[28] Robertson G, Hirst M, Bainbridge M, Bilenky M, Zhao Y, Zeng T (2007). Genome-wide profiles of STAT1 DNA association using chromatin immunoprecipitation and massively parallel sequencing. Nat Methods.

[29] Asou H, Tashiro S, Hamamoto K, Otsuji A, Kita K, Kamada N (1991). Establishment of a human acute myeloid leukemia cell line (Kasumi-1) with 8;21 chromosome translocation. Blood.

[30] Corsello SM, Roti G, Ross KN, Chow KT, Galinsky I, DeAngelo DJ (2009). Identification of AML1-ETO modulators by chemical genomics. Blood.

[31] Hyde RK, Liu PP (2010). RUNX1 repression-independent mechanisms of leukemogenesis by fusion genes CBFB-MYH11 and AML1-ETO (RUNX1-RUNX1T1). J Cell Biochem.

[32] van der Deen M, Akech J, Lapointe D, Gupta S, Young DW, Montecino MA (2012). Genomic promoter occupancy of runt-related transcription factor RUNX2 in Osteosarcoma cells identifies genes involved in cell adhesion and motility. J Biol Chem.

[33] Young DW, Hassan MQ, Yang XQ, Galindo M, Javed A, Zaidi SK (2007). Mitotic retention of gene expression patterns by the cell fate-determining transcription factor Runx2. Proc Natl Acad Sci U S A.

[34] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[35] McLean CY, Bristor D, Hiller M, Clarke SL, Schaar BT, Lowe CB (2010). GREAT improves functional interpretation of cis-regulatory regions. Nat Biotechnol.

[36] Wilson NK, Foster SD, Wang X, Knezevic K, Schutte J, Kaimakis P (2010). Combinatorial transcriptional control in blood stem/progenitor cells: genome-wide analysis of ten major transcriptional regulators. Cell Stem Cell.

[37] Hsu F, Kent WJ, Clawson H, Kuhn RM, Diekhans M, Haussler D (2006). The UCSC known genes. Bioinformatics.

[38] Bernstein BE, Birney E, Dunham I, Green ED, Gunter C, Snyder M (2012). An integrated encyclopedia of DNA elements in the human genome. Nature.

[39] Grant CE, Bailey TL, Noble WS (2011). FIMO: scanning for occurrences of a given motif. Bioinformatics.

[40] Gardini A, Cesaroni M, Luzi L, Okumura AJ, Biggs JR, Minardi SP (2008). AML1/ETO oncoprotein is directed to AML1 binding regions and co-localizes with AML1 and HEB on its targets. PLoS Genet.

[41] Pencovich N, Jaschek R, Tanay A, Groner Y (2011). Dynamic combinatorial interactions of RUNX1 and cooperating partners regulates megakaryocytic differentiation in cell line models. Blood.

[42] Tijssen MR, Cvejic A, Joshi A, Hannah RL, Ferreira R, Forrai A (2011). Genome-wide analysis of simultaneous GATA1/2, RUNX1, FLI1, and SCL binding in megakaryocytes identifies hematopoietic regulators. Dev Cell.

[43] Ram O, Goren A, Amit I, Shoresh N, Yosef N, Ernst J (2011). Combinatorial patterning of chromatin regulators uncovered by genome-wide location analysis in human cells. Cell.

[44] Bailey TL, Elkan C (1994). Fitting a mixture model by expectation maximization to discover motifs in biopolymers. Proc Int Conf Intell Syst Mol Biol.

[45] Mikkelsen TS, Xu Z, Zhang X, Wang L, Gimble JM, Lander ES (2010). Comparative epigenomic analysis of murine and human adipogenesis. Cell.

[46] Pattabiraman DR, McGirr C, Shakhbazov K, Barbier V, Krishnan K, Mukhopadhyay P (2014). Interaction of c-Myb with p300 is required for the induction of acute myeloid leukemia (AML) by human AML oncogenes. Blood.

[47] Duque-Afonso J, Yalcin A, Berg T, Abdelkarim M, Heidenreich O, Lubbert M (2011). The HDAC class I-specific inhibitor entinostat (MS-275) effectively relieves epigenetic silencing of the LAT2 gene mediated by AML1/ETO. Oncogene.

[48] Kadauke S, Udugama MI, Pawlicki JM, Achtman JC, Jain DP, Cheng Y (2012). Tissue-specific mitotic bookmarking by hematopoietic transcription factor GATA1. Cell.

[49] Zaidi SK, Young DW, Montecino M, Lian JB, Stein JL, van Wijnen AJ (2010). Architectural epigenetics: mitotic retention of mammalian transcriptional regulatory information. Mol Cell Biol.

[50] Follmer NE, Wani AH, Francis NJ (2012). A polycomb group protein is retained at specific sites on chromatin in mitosis. PLoS Genet.

[51] FastQC. [http://www.bioinformatics.babraham.ac.uk/projects/fastqc/]

[52] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.

[53] R Script for K-means cluster analysis. [http://www.mattpeeples.net/kmeans.html]

[54] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

[55] Whitfield TW, Wang J, Collins PJ, Partridge EC, Aldred SF, Trinklein ND (2012). Functional analysis of transcription factor binding sites in human promoters. Genome Biol.

[56] Kirkpatrick S, Gelatt CD, Vecchi MP (1983). Optimization by simulated annealing. Science.

[57] Hastings WK (1970). Monte Carlo sampling methods using Markov chains and their applications. Biometrika.

[58] Metropolis N, Rosenbluth AW, Rosenbluth MN, Teller AN, Teller E (1953). Equation of state calculations by fast computing machines. J Chem Phys.

[59] Gupta S, Stamatoyannopoulos JA, Bailey TL, Noble WS (2007). Quantifying similarity between motifs. Genome Biol.

[60] Wu Z, Irizarry RA (2004). Preprocessing of oligonucleotide array data. Nat Biotechnol.

[61] Smyth GK. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol.2004;3. Article 3.10.2202/1544-6115.102716646809

[62] Edgar R, Domrachev M, Lash AE (2002). Gene expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[63] Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH, Zahler AM (2002). The human genome browser at UCSC. Genome Res.

[64] Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A.

# Supplementary material for: Genome-wide co-occupancy of AML1-ETO and N-CoR defines the t(8;21) AML signature in leukemic cells
**Source:** BMC Genomics. 2015 Apr 17;16(1):309. doi: 10.1186/s12864-015-1445-0
**Supplement:** Additional file 3: Table S1. — ChIP-Seq library overview. Shown are the number of reads and peaks called for each replicate ChIP-Seq library.

**Table S1 ChIP-Seq library overview.** Shown are the number of reads and peaks called for each replicate ChIP-Seq library.

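Table S1 gives the reads of each replicate and the peaks called from the pooled replicates at the thresholds 1e-10, 1e-20 and 1e-75 of the p-value. A stricter threshold keeps only the peaks whose enrichment over the control is least likely by chance, and the counts fall from left to right. At 1e-75 the paper's table gives the same count for p300 as for H3K4me3, although the counts of these lists at 1e-20 differ. Whether both counts at 1e-75 are right was not tested. The deposited lists hold the peaks at the threshold of 1e-20, and the pooled libraries add up to 41 M reads for AML1, 46 M for AML1-ETO, 62 M for N-CoR, 41 M for p300 and 36 M for H3K4me3 by the paper's numbers. The lists have no p-value for each peak, and the other counts of the table were not recomputed.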

| ChIP library     | Million reads | No. Peaks <sup>a</sup> | No. Peaks <sup>b</sup> | No. Peaks <sup>c</sup> |
|------------------|---------------|------------------------|------------------------|------------------------|
| AML1 (rep 1)     | 19            | 23,611                 | 11,692                 | 1,849                  |
| AML1 (rep 2)     | 22            |                        |                        |                        |
| AML1-ETO (rep 1) | 24            | 30,911                 | 18,087                 | 5,879                  |
| AML1-ETO (rep 2) | 22            |                        |                        |                        |
| N-CoR (rep 1)    | 34            | 21,163                 | 10,004                 | 1,806                  |
| N-CoR (rep 2)    | 28            |                        |                        |                        |
| p300 (rep 1)     | 23            | 25,301                 | 11,020                 | 361                    |
| p300 (rep 2)     | 18            |                        |                        |                        |
| H3K4me3 (rep 1)  | 18            | 22,386                 | 19,632                 | 361                    |
| H3K4me3 (rep 2)  | 18            |                        |                        |                        |
| H3K27me3 (rep 1) | 10            | NA                     | NA                     | NA                     |
| H3K27me3 (rep 2) | 14            |                        |                        |                        |

a. (p < 10<sup>-10</sup>)

b. (p < 10<sup>-20</sup>)

c. (p < 10<sup>-75</sup>)

# Supplementary material for: Genome-wide co-occupancy of AML1-ETO and N-CoR defines the t(8;21) AML signature in leukemic cells
**Source:** BMC Genomics. 2015 Apr 17;16(1):309. doi: 10.1186/s12864-015-1445-0
**Supplement:** Additional file 9: Table S2. — Oligonucleotides used in ChIP-PCR validation studies.

**Table S2 Oligonucleotides used in ChIP-PCR validation studies.**

| <b>Locus</b> | <b>Oligo (sense/antisense) 5'-3'</b>               |
|--------------|----------------------------------------------------|
| Runx1P1      | CTGTGGGTTGGTGATGCTC<br>AGCCTGGCAGTGTCAGAAGT        |
| Phox (cybb)  | CCAATGATTATTAGCCAATTTCTG<br>CATGGTGGCAGAGGTTGAATGT |
| RPS6KA1      | AGGCAGGAAGTCTGAGTCATCC<br>ATGCCTTCTGACTCCTGAGC     |
| TYROPB       | AGGAGACGGGGACTTCTAGC<br>TCATCCTCCAGCACCCCTAAC      |
| LAPTM5       | GAGGAAGCCCTTCCAGACTC<br>GCCTAGACCCACCCTACTCC       |

How the deposited data were processed for this re-analysis (not part of the article)

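ChIP-seq was carried out in Kasumi-1 cells for AML1, AML1-ETO, N-CoR, p300 and H3K4me3, with 2 biological replicates for each antibody. The authors aligned the reads to the human genome (GRCh37, hg19) with bowtie, pooled the replicates of each antibody and called peaks with MACS at default settings and p < 1e-20. The deposited lists hold positions only, in BED format with a start counted from 0 and an end. Every interval was checked to be 100 bp wide, which is a summit with 50 bp to either side. A numbered name follows, and there is no score, height, fold enrichment or p-value for a peak. The number of peaks in each list equals the count at p < 1e-20 in the paper's Table S1. The paper's text does not name the control used in peak calling. Coordinates in the text are counted from 1.

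The depth is known only from Table S1, which reports between 18 and 34 M reads per replicate, and 36 to 62 M when both replicates are added. Since the replicates were pooled before peak calling, there is a single list per antibody and no spread between replicates. Shares of peaks are given with exact Clopper-Pearson 95% intervals, which cover counting error over peaks only. No test was made between libraries. In their place, the shares of overlap, of promoters and of the PU.1 and Runx sequences were set beside their values for 1000 random placements on the same chromosome, and they were recomputed with each chromosome left out in turn. For overlaps, summits were also shifted by 10 to 100 kb in 200 draws.

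Peaks of different lists overlap when their windows share at least 1 bp. The AML1 and AML1-ETO windows were merged into 21424 loci. A locus is N-CoR-bound when an N-CoR window overlaps it, and it is near H3K4me3 when an H3K4me3 summit lies within 1000 bp of its centre. These groups rest on peaks and are not the clusters of Figure 3A, which the authors made from read densities that were not used here. Genomic elements come from GENCODE release 44, lifted to GRCh37, with 254413 transcripts. A promoter is the sequence within 1000 bp of any transcription start. For single peaks and primer products, genes, exons and nearest starts are those of protein-coding genes only. Each position was assigned to the first that applied of promoter, exon, intron, upstream within 10 kb and intergenic. The paper used the UCSC known genes, and its text does not give the distance that defines a promoter. Random positions for the elements were drawn in 10 sets, each of the size of the loci. The mitochondrial chromosome was left out of elements and motifs.

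Motifs were counted as consensus sequences on either strand of GRCh37 within 50 bp of a summit or locus centre. They were TGTGGT for Runx, GAGGAA for PU.1, AGGAAG and CCGGAA for ETS, and degenerate sequences for C/EBP, Myb and AP-1. The background was the sequence 1000 bp to either side, and windows 300 bp from the summit served as a nearer comparison. The de novo matrices of the paper were not used here. Primers were placed by exact matches of both sequences to the genome.

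The genes named are those the paper names as loci, together with AML1-ETO peaks that overlap only one of the co-regulators. A gene among those the paper names is not reported here. The rule set before the data were examined took the 5 of these with the highest score in each class. Because the lists have no score, the 5 lowest peak numbers were taken, which is a choice made after the data had been seen. The alternatives were other window widths, merging of nearby summits, leaving out chromosomes 8 and 21, other distances to H3K4me3 and to transcription starts, protein-coding genes only, exons before promoters, AML1-ETO peaks alone, and other motifs and motif windows. Alternatives with a stricter peak threshold or the highest-scoring peaks were not run, since they need a score.

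The counting of overlaps and motifs was tested on simulated data, where all 3000 overlaps planted among 10000 simulated peaks were recovered. All 758 windows that held the motif among 2000, planted or by chance, were recovered too. The work used Python 3.11.15, numpy 2.4.6, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The H3K27me3 and input libraries, the published expression data, the signal tracks and the ontology terms were not analysed here.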

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

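The test of the mitochondrial AML1 peaks was chosen only after the result was seen.

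The AML1 list holds 6 peaks on the mitochondrial chromosome, which lie outside the regions the paper discusses. The N-CoR list holds 1, the H3K4me3 list 1, and the AML1-ETO and p300 lists 0. In the deposited order of the AML1 list they stand between positions 4389 and 9683. The consensus was found in 0 of the 6 windows, and also in 0 when they were widened to 60 bp on either side of the summit. The consensus is held by 9.59% of all 100 bp windows of this chromosome and by 40.6% of the AML1 windows on the nuclear chromosomes. The mitochondrial sequence of hg19 differs from that of GRCh37, so the positions of the windows are approximate. With so few windows at approximate positions, reads of mitochondrial DNA in the AML1 library rather than AML1 binding cannot be told apart from binding by this count. Both stay open, and the input library was not used here. By the paper's Table S1, AML1 had 41 M reads, as did p300, while AML1-ETO had 46 M and N-CoR 62 M. Only H3K4me3, at 36 M, had fewer. These values argue against greater depth as the cause of the larger AML1 count. No biological explanation was tested. None of the shares of overlapping AML1 peaks depends on these peaks to more than 6 of 11692.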

How the results depend on the processing

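All alternatives below were set before the data were examined, except the setting that took the first 5000 peaks of each list in deposited order, the rule that N-CoR and p300 windows must overlap each other, and the other window widths for peaks shared by all 4 proteins, which were chosen only after the data had been seen. Stricter peak thresholds, the strictest of them 1e-75, and the 5000 peaks with the highest scores were also set before but were not run, because the lists give no score. No paired analysis was possible because the replicates were pooled and each protein has a single list. Where a value moved without the setting showing why, the cause was not tested.

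The N-CoR share exceeded the p300 share of AML1-ETO and AML1 peaks in every setting run. With windows of 25 bp to either side of the summit, 62.2% of AML1 peaks overlapped AML1-ETO, 33.2% of AML1-ETO peaks overlapped N-CoR and 16.4% p300, and 38.7% of AML1 peaks overlapped N-CoR and 18.5% p300. With 100 bp the same shares were 73.5, 40.5, 25.4, 49.1 and 32.3%, and with 250 bp 75.4, 42.2, 29.4, 50.5 and 37.1%. Wider windows can only add overlaps, and they added more for p300 than for N-CoR. With the first 5000 peaks of each list, AML1 overlapped AML1-ETO at 53.8%, AML1-ETO overlapped N-CoR at 54.4% and p300 at 20.4%, and AML1 overlapped p300 at 20.5%. The cause was not tested. Leaving out chromosomes 8 and 21 kept all 5 shares within their intervals. Merging summits within 250 bp did so too, but it could change only the shares with p300, whose smallest gap was 222 bp. The smallest gaps of AML1, AML1-ETO and N-CoR were 310, 253 and 280 bp, so the shares without p300 were not tested by it.

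H3K4me3 was less frequent at N-CoR-bound loci than at the others in every setting run, with a limit from the deposited order given at the end of this paragraph. With H3K4me3 within 500 bp the shares were 17.9% with N-CoR and 26.8% without it, within 2000 bp 27.6 and 37.2%, with N-CoR windows of 250 bp 26.4 and 32.9%, and for AML1-ETO peaks alone 22.2 and 30.7%. N-CoR at loci near H3K4me3 was 33.9% with windows of 250 bp and 31.6% for AML1-ETO peaks alone. With loci from the first 5000 AML1 and AML1-ETO peaks, H3K4me3 lay near 20.6% of N-CoR-bound loci, N-CoR overlapped 51.3% of the loci near H3K4me3, and the PU.1 consensus was found at 17.8% of the loci near H3K4me3. The cause was not tested. Over all AML1-ETO peaks, N-CoR overlapped 31.6% near H3K4me3 and 41.7% away from it. With their deposited order divided into 5 equal parts, these shares were 76.3 and 82.8% in the first part. In the last part they were 15.8 and 15.4%, with overlapping intervals, so the difference was absent there. The AML1 peaks of the last part gave 25.3 and 29.6%, also with overlapping intervals.

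H3K4me3 peaks themselves lie at promoters, so the difference in promoter share between the loci without and with H3K4me3 follows from the grouping and says nothing about stability. The loci with neither N-CoR nor H3K4me3 had nearly the promoter share of the N-CoR-bound loci without H3K4me3, 15.4 against 15.2%, and 10.4 against 10.8% with exons before promoters. For the N-CoR-bound loci without H3K4me3 and the loci near H3K4me3, with a promoter of 500 bp the shares were 10.1 and 78.9%, with the widest promoter 28.1 and 90.5%, with protein-coding genes only 9.72 and 79.1%, with exons before promoters 10.8 and 49.2%, and with H3K4me3 within 2000 bp 13.7 and 82.4%. The definitions of a promoter change these shares by construction.

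The PU.1 consensus was more frequent at the N-CoR-bound loci without H3K4me3 than near H3K4me3 in every setting run. The shares were 8.51 and 2.81% with GAGGAAGT, 49.4 and 20.2% with AGGAAG, and 49.2 and 25.6% within 100 bp of the centre. The Runx consensus was found in 39.3% of AML1-ETO peaks with TGCGGT also counted, in 39.9% within 100 bp of the summit and in 36.6% of the first 5000 peaks. A longer or shorter consensus, and a wider window, change such shares by construction, and the cause of the last difference was not tested.

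The depth limits these results in that a peak that misses the threshold of 1e-20 counts as absent. The share of AML1-ETO peaks with N-CoR therefore depends on the depth of the N-CoR libraries, which by the paper's Table S1 had more reads than those of p300. Whether this contributes to the difference between them was not tested.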

Differences from the paper's values

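The window widths of 25, 100 and 250 bp for peaks shared by 4 proteins were chosen only after the values were seen, and so was the rule that N-CoR and p300 windows must overlap each other.

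The paper's value for the share of Cluster I loci at promoters is 6.3%. Among the N-CoR-bound loci without H3K4me3, which stand in for that cluster, it was 15.2%. None of the alternatives set before the data were examined closed the gap: the share was 10.1% with promoters of 500 bp, 28.1% with the widest promoters, 9.72% with protein-coding genes only, 10.8% with exons before promoters and 13.7% with H3K4me3 within 2000 bp.

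For Cluster II the paper's promoter share is about 39% in Figure 3B, read by eye, and it was 86.2% for the loci near H3K4me3. With exons assigned before promoters it was 49.2%, which is within 1.5 times the paper's value. The other alternatives set before the data were examined, with 78.9% for promoters of 500 bp, 90.5% for the widest promoters, 79.1% for protein-coding genes only and 82.4% for H3K4me3 within 2000 bp, did not close the gap.

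The paper's promoter share of random positions is about 1.5% in Figure 3B, read by eye, against 8.38% here. None of the alternatives set before the data were examined reached it, with 4.68% for promoters of 500 bp, 17.6% for the widest promoters, 5.12% for protein-coding genes only and 5.97% with exons before promoters.

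The paper gives approximately 20% as the share of peaks at which AML1, AML1-ETO, N-CoR and p300 coincide. For AML1-ETO it was 11.8%. With windows of 100 and 250 bp to either side of the summit it was 13.5 and 15.0%, which are within 1.5 times the paper's value, and with 25 bp it was 7.63%. These settings were chosen after seeing the values, and none was set for this share before the data were examined. The shares of the AML1, N-CoR and p300 lists, 18.0, 21.3 and 18.8%, do not differ from the paper's value by that measure. With 25 bp the AML1 and p300 shares, 11.2 and 11.3%, did differ by it, and the N-CoR share, 13.5%, did not.

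The paper states the numbers of AML1-ETO peaks shared with N-CoR alone and with p300 alone as 4252 and 1164. They were 4192 and 1104 here, less than 1.5 times apart. A rule chosen after seeing the values counted a peak with both only when its N-CoR and p300 windows also overlapped each other. The numbers were then 4252 and 1164. Peaks that overlapped both co-regulators by windows that did not meet are in both numbers, so neither is strictly exclusive.

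The paper states that occupancy of exons is above the random level in all 3 clusters. With promoters assigned first, exons held 1.51% of the loci near H3K4me3 and 3.69% of random positions, while the other groups of loci had 5.21 and 4.81%. With exons assigned first, all 3 groups were above the random level, with 38.5% near H3K4me3.

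The paper states that p300 occupancy is alike in the 3 clusters. A p300 window overlapped 34.1% of the N-CoR-bound loci without H3K4me3, 35.7% of the loci near H3K4me3 and 2.79% of the loci with neither. The paper's statement is about mean read density in clusters made from densities, and these shares count peaks in groups made from peaks. The last group is defined by the absence of an N-CoR window, and 37.4% of N-CoR peaks overlapped p300. These shares therefore cannot decide whether mean occupancy differs between the clusters.

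Figure 2C lists a C/EBP motif for p300, and whether the p300 peaks as a whole differ from it here depends on the background. The C/EBP consensus was found in 6.64% of p300 windows (6.18 to 7.12%), below the 8.83% at 1000 bp from the summits and above the 5.78% at 300 bp. Among p300 peaks near H3K4me3 it was found in 3.71%, below the 8.98% at 1000 bp and the 4.85% at 300 bp. Among those away from H3K4me3 it was found in 14.1%, above the 8.47 and 8.12% at these distances.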

Other observations

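The tests of copy number, of GAGGAA away from the locus centre, of the ratios of CCGGAA shares and of the deposited order were chosen only after the results were seen, and so was the reading of the CCGGAA differences by these ratios.

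N-CoR and p300 were compared at AML1-ETO peaks with and without an H3K4me3 summit within 1000 bp. Near H3K4me3, 31.6% (30.3 to 32.9%) of the 4952 peaks overlapped N-CoR and 36.8% (35.4 to 38.2%) overlapped p300. Away from it, 41.7% (40.8 to 42.5%) of the 13135 peaks overlapped N-CoR and 16.2% (15.5 to 16.8%) overlapped p300. The AML1 peaks gave 36.4 and 41.8% near H3K4me3, and 51.4 and 20.0% away from it. These intervals cover counting error only, and no test between libraries was made. One technical explanation is that AML1-ETO peaks near H3K4me3 stand later in the list, where few peaks overlap N-CoR. When the deposited order was divided into 5 equal parts, in all 5 the N-CoR share minus the p300 share was lower near H3K4me3 than away from it, which argues against the order as the whole cause. In the first part, however, N-CoR remained ahead of p300 near H3K4me3, at 76.3 against 53.0%. In the second part the shares there were 41.6 and 40.1%, with overlapping intervals, and p300 was ahead in each later part. Another explanation is chance overlap, since p300 peaks as a whole lie near H3K4me3. With the p300 summits shifted by 300 to 1000 bp the share near H3K4me3 was 2.94%, far below the measured one. This argues against chance overlap within the wider surroundings of H3K4me3. The median distance to a transcription start was 96 bp for loci near H3K4me3 and 110 bp for p300 peaks. The shift moves summits off such positions, so it cannot exclude overlap because both lists gather close to starts. A difference between the antibodies or libraries in how well they recover promoters, and a difference in the binding of the co-regulators, stay open and were not tested.

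Chromosomes 8 and 10 had many peaks for their number of H3K4me3 peaks, and chromosome X few. For AML1-ETO there were 1.30 peaks per H3K4me3 peak on chromosome 8, 1.31 on chromosome 10 and 0.554 on chromosome X, against a median of 0.935 on the others (0.629 to 1.15). For AML1 the values were 0.905, 0.938 and 0.300, with a median of 0.607. For p300, chromosome 8 had rank 5 at 0.654. A candidate explanation is a difference in copy number, under which H3K4me3 peaks of a gained chromosome would stand earlier in the deposited order. Their median position was 43.5% of the list on chromosome 10 and 44.1% on chromosome 8, before the middle range of the others (47.6 to 51.7%), and 60.5% on chromosome X. This is consistent with copy number. The AML1-ETO peaks of chromosome 8 were not early in their own list, with a median position of 51.1%, and chromosome 3 had an H3K4me3 position of 44.1%. The copy number itself was not measured, so other explanations stay open, and no biological explanation was tested.

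The ETS sequences differed between the groups of loci. CCGGAA was found at 15.5% of the loci near H3K4me3 and at 6.12% of the N-CoR-bound loci away from it, a difference of 9.39 percentage points, whereas GAGGAA decreased by 18.4 points. A technical explanation is base composition, since the windows near H3K4me3 are rich in G and C. At 300 bp from the centre GAGGAA was more frequent near H3K4me3 by 0.527 points, which argues against base composition as the cause of its lower share there. For CCGGAA the difference at 300 bp was 3.54 points, smaller than at the centre. As a ratio, however, the share near H3K4me3 was 2.53 times that of the N-CoR-bound loci at the centre and 4.41 times at 300 bp, and CCGGAA was enriched over the background 7.13 times near H3K4me3 and 6.81 times at the N-CoR-bound loci. For CCGGAA, base composition and a different ETS consensus at promoters cannot be told apart by these values, and both stay open. Which ETS protein binds was not tested.

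The deposited order of the AML1-ETO list may follow the strength of the peaks. The share of windows with the Runx consensus fell from 39.0% in the first of 10 equal parts to 25.5% in the last, by 13.5 percentage points, and the share overlapping AML1 fell from 93.1 to 17.7%. Both would be expected if the order followed strength, and the lists give no score to test it directly. No biological explanation was tested.

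Peaks were also counted near genes that the paper names in connection with H3K27me3. Within 5 kb of LAT2 on chromosome 7 (73613982 to 73644164) there were 5 AML1-ETO peaks, of which 3 overlapped N-CoR and 2 overlapped p300. Within 5 kb of CXCR4 on chromosome 2 (136871919 to 136876747) there were 0 peaks of AML1, AML1-ETO, N-CoR and p300 and 2 of H3K4me3. From the H3K4me3 summit in the CXCR4 exon, the nearest AML1, AML1-ETO, N-CoR and p300 summits lay 17614, 17598, 16853 and 17617 bp away. The count within 5 kb therefore does not exclude binding at a distance.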
